# A fibroblast-dependent TGF-β1/sFRP2 noncanonical Wnt signaling axis promotes epithelial metaplasia in idiopathic pulmonary fibrosis

**DOI:** 10.1172/JCI174598

**Published:** 2024-07-09

**Authors:** Max L. Cohen, Alexis N. Brumwell, Tsung Che Ho, Kiana Garakani, Genevieve Montas, Darren Leong, Vivianne W. Ding, Jeffrey A. Golden, Binh N. Trinh, David M. Jablons, Michael A. Matthay, Kirk D. Jones, Paul J. Wolters, Ying Wei, Harold A. Chapman, Claude Jourdan Le Saux

**Keywords:** Pulmonology, Cytokines, Fibrosis, Human stem cells

## Abstract

Reciprocal interactions between alveolar fibroblasts and epithelial cells are crucial for lung homeostasis, injury repair, and fibrogenesis, but underlying mechanisms remain unclear. To investigate, we administered the fibroblast-selective TGF-β1 signaling inhibitor epigallocatechin gallate (EGCG) to interstitial lung disease (ILD) patients undergoing diagnostic lung biopsy and conducted single-cell RNA-Seq on spare tissue. Biopsies from untreated patients showed higher fibroblast TGF-β1 signaling compared with nondisease donor or end-stage ILD tissues. In vivo, EGCG downregulated TGF-β1 signaling and several proinflammatory and stress pathways in biopsy samples. Notably, EGCG reduced fibroblast secreted frizzled-related protein 2 (sFRP2), an unrecognized TGF-β1 fibroblast target gene induced near type II alveolar epithelial cells (AEC2s) in situ. Using AEC2-fibroblast coculture organoids and precision-cut lung slices (PCLSs) from nondiseased donors, we found TGF-β1 signaling promotes a spread AEC2 KRT17^+^ basaloid state, whereupon sFRP2 then activates a mature cytokeratin 5^+^ (Krt5^+^) basal cell program. Wnt-receptor Frizzled 5 (Fzd5) expression and downstream calcineurin signaling were required for sFRP2-induced nuclear NFATc3 accumulation and KRT5 expression. These findings highlight stage-specific TGF-β1 signaling in ILD and the therapeutic potential of EGCG in reducing idiopathic pulmonary fibrosis–related (IPF-related) transcriptional changes and identify TGF-β1/noncanonical Wnt pathway crosstalk via sFRP2 as a mechanism for dysfunctional epithelial signaling in IPF/ILD.

## Abstract 2

TGFB1 signaling has a central role in interstitial lung disease and inhibition of TGFB1 by a non-toxic small molecule mitigates damage in a cell model.

## Introduction

Fibrotic interstitial lung diseases (ILDs), such as idiopathic pulmonary fibrosis (IPF), cause respiratory failure through progressive replacement of lung parenchyma with nonfunctional fibrotic tissue. IPF is widely thought to be caused by epithelial dysfunction, leading to fibroblast activation, extracellular matrix production, and further epithelial dysfunction, causing the usual interstitial pneumonia (UIP) pattern of tissue fibrosis (1–3). Histologically, the UIP pattern is characterized by heterogeneous parenchymal fibrosis, formation of subepithelial fibroblast foci, and alveolar epithelia loss and metaplasia, especially the formation of characteristic honeycomb cysts lined by “bronchiolized” epithelium (4–6), but the molecular and cellular basis of this pathological pattern is unclear. Recent single-cell RNA-Seq (scRNA-Seq) studies of IPF lung tissue confirmed loss of types I and II alveolar epithelial cells (AEC1 and AEC2, respectively) and identified the development of basaloid epithelium (7, 8). AEC2s normally have the dual function of producing pulmonary surfactant and differentiating into AEC1s, which line alveoli (9). However, in IPF, AEC2s can differentiate into cytokeratin 5^+^ (KRT5^+^) basal cells (BCs), normally found lining airways (10). This AEC2-to-BC metaplastic differentiation is regulated by fibroblast signaling and promoted by the pleotropic growth factor TGF-β1, itself a key mediator of tissue remodeling in IPF (10). How these cellular epithelial abnormalities contribute to IPF histopathology and disease progression is not yet fully understood.

We have previously determined that trihydroxyphenolic compounds, such as epigallocatechin gallate (EGCG), cause fibroblast-specific TGF-β1 receptor kinase and lysyl oxidase–like 2 (LOXL2) inhibition, thereby reducing fibroblast activation and collagen crosslinking in fibrotic mouse lungs and in cultured human precision-cut lung slices (PCLSs) derived from IPF patients (11, 12). When taken for 2 weeks, EGCG reduced protein markers of profibrotic signaling in spare diagnostic surgical biopsy tissue from patients with ILD (13). However, there was only limited transcriptional information. Here, we report the results of scRNA-Seq of lung tissue from additional ILD patients who took EGCG for 2 weeks prior to diagnostic surgical biopsy, including comparison with normal donor and end-stage ILD explant lung tissues. The findings provide insights into the scope of TGF-β1–dependent profibrotic mediators increased in IPF and confirm their strong inhibition by EGCG. In the course of this work, secreted frizzled-related protein 2 (sFRP2) was identified as a TGF-β1–upregulated gene in fibroblasts in vivo that directly drives AEC2s toward BC metaplasia ex vivo, implicating sFRP2 as a strong mediator of pathological fibroblast-AEC2 interaction.

## Results

### Fibroblasts from ILD biopsy samples have higher TGF-β1 signaling than IPF explants.

Eight patients with undiagnosed ILD donated spare diagnostic biopsy tissue, half after taking EGCG (Figure 1A). 

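Single-cell RNA counts were analysed for 4 untreated biopsies, 4 EGCG biopsies, 1 donor lung and 1 IPF explant. The EGCG biopsies came from patients given 600 mg of the compound per day for 2 weeks. The deposited files held UMI counts, that is, numbers of distinct captured transcripts per gene and cell barcode, which the authors had made with Cell Ranger on GRCh38. The 4 untreated biopsies held 26180 barcodes and 39579171 to 127874313 UMIs per sample (median 67845194.5). The 4 EGCG biopsies held 34606 barcodes and 74749762 to 111667030 UMIs per sample (median 82237796.5). The donor held 9875 barcodes with 140138170 UMIs, and the explant 9287 barcodes with 109342461 UMIs. Barcodes with at least 500 detected genes and at most 20% mitochondrial counts were kept (65691 of 79948), and 4567 predicted doublets were then removed, which left 61124 cells. The sort of fibroblasts from untreated biopsy 3 gave few cells and only its epithelium was sequenced, so fibroblast comparisons used 3 untreated biopsies. The matrix of untreated biopsy 1 held no barcode below 3325 UMIs, whereas the lowest barcode of each other sample held 500 to 512. Counts were summed per sample within a cell class and compared with edgeR, with the sample and not the cell as the replicate. The donor and the explant are 1 sample each and were assumed to vary like the biopsies. Published donor and explant libraries that the paper pooled with its own were not used here.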

Patients had mild disease based on most recent pulmonary function testing (Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/JCI174598DS1). We combined our scRNA-Seq files obtained from nondiseased donor lungs (“donor”) samples, untreated biopsy samples (“untreated biopsy”), tissue from ILD patients undergoing lung transplantation for end-stage disease (“IPF explant”), and published samples from the NCBI’s Gene Expression Omnibus database (GEO GSE135893 and GSE132771) (Figure 1B). 

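Clusters of all 61124 cells were named by the mean log2 difference of marker genes from the other cells. The largest AEC2 cluster (8161 cells) carried surfactant genes such as SFTPC, and its markers averaged 5.18. The largest fibroblast cluster (7233 cells), with the matrix genes COL1A2 and DCN among its markers, averaged 4.38. Ciliated cells (3971 in the largest cluster, FOXJ1 among the markers) averaged 5.35, and AEC1s (3570, AGER) averaged 4.58. Basal cells (3197, KRT5 and TP63) averaged 4.14 and secretory cells (3357, SCGB1A1) 3.29. Smooth muscle cells or pericytes (1743 cells) averaged 5.12, endothelial cells (1471) 5.80, mesothelial cells (257) 5.13 and immune cells (338) 3.21. A cluster of 925 cells and another of 136 matched no marker set and were left unnamed.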

The integrated transcriptomes of all samples contained various cell types that were identified by classical cell markers (Supplemental Figure 1). Subsequently, we focused our analyses on the transcriptomes of the fibroblasts and epithelial cells (Figure 1 and Figure 2). 

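Fibroblasts numbered 7322 in 3 untreated biopsies (774 to 3771 per biopsy), 11288 in 4 EGCG biopsies (564 to 4822), 1541 in the donor and 3469 in the explant. Alveolar and pathologic fibroblasts made up 6296, 6571, 640 and 2123 of these. Nonciliated epithelial cells numbered 10224 in 4 untreated biopsies, 10763 in 4 EGCG biopsies, 3216 in the donor and 2098 in the explant. AEC2s, the surfactant-making progenitors of the alveolus, numbered 3236 (149 to 1578 per untreated biopsy), 4180 (482 to 2239 per EGCG biopsy), 2736 and 55 in the same order.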

The sources and cell numbers for the fibroblasts and epithelial cell transcriptomes analyzed in this manuscript are provided in Supplemental Table 2.

We first assessed whether fibroblast transcriptomes evolved with ILD disease progression. Previously established gene markers for annotation of fibroblast subpopulations are detailed in Supplemental Figure 2A. 

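Fibroblasts were clustered without 181 genes that were tested later, and each cluster was named from markers afterwards. CTHRC1-like fibroblasts, which carry the matrix genes CTHRC1, POSTN and COMP, formed 42.9% ± 11.8 (SD, n = 3, 33.3 to 56.0) of fibroblasts in untreated biopsies, 3.70% in the donor (57 of 1541, exact interval 2.81 to 4.77) and 39.5% in the explant (1370 of 3469, exact interval 37.9 to 41.1). Alveolar-like fibroblasts, marked by the methyltransferase INMT and the lung mesenchyme factor TCF21, formed 36.5% ± 12.2 (28.2 to 50.5), 37.1% (34.6 to 39.5) and 20.5% (19.1 to 21.8) in the same order, and 16.8% ± 9.61, 32.3% and 5.36% where predicted doublets were kept before clustering and a cluster of 3550 cells was named inflammatory-like on nearly equal marker means (0.798 against 0.796 for alveolar-like). Inflammatory-like fibroblasts, rich in cytokine genes such as IL6, formed 4.63% ± 5.28 in untreated biopsies and 0.779% (12 cells, exact interval 0.403 to 1.36) in the donor. Proximal-like fibroblasts formed 1.41% ± 0.246 of fibroblasts in untreated biopsies and 28.3% (26.1 to 30.6) in the donor, while a cluster of 2834 cells with proximal markers as its best match was left unnamed. Their share was 6.64% to 8.80% and 51.8% among stricter cells, and 6.77% to 8.57% and 45.2% with all variable genes in the clustering. Together the CTHRC1-like and inflammatory-like classes, here called pathologic, were 47.5% ± 10.5 (36.0 to 56.5) in untreated biopsies, 4.48% (69 cells, exact interval 3.50 to 5.63) in the donor and 40.7% (39.1 to 42.4) in the explant. Of alveolar-like and pathologic cells alone, the pathologic part was 56.8% ± 13.1, 10.8% (8.49 to 13.4) and 66.6%. No cluster had HAS1 or lipofibroblast markers as its best match in this clustering, and among stricter cells 1 unnamed cluster of 91 cells, 82 of them from the explant, had HAS1 markers (mean log2 difference 1.82). The exact binomial intervals cover counting error only, and the shares were not tested against the donor or the explant.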

Compared with donor samples, untreated biopsy samples showed reduced alveolar fibroblasts and expansion of previously defined pathological fibroblast subtypes (collagen triple helix repeat containing 1^+^ [CTHRC1^+^], inflammatory, and HAS1^+^/BMP antagonist^+^) (Figure 1C) (8, 10, 14–17). Differential gene expression analysis of untreated ILD biopsy versus control (nondiseased) donor and untreated ILD biopsy versus IPF explant fibroblasts demonstrated transcriptional upregulation of numerous individual genes involved in the TGF-β pathway (Figure 1, D–F, Supplemental Figure 2, B–D, and Supplemental Table 3). 

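Over all fibroblasts, 27 genes were higher and 54 lower in 3 untreated biopsies than in the donor at an edgeR adjusted p below 0.05 (18414 tested). At p below 0.05 without adjustment the count was 2853, and DESeq2 called 486 and 364. All fibroblasts were summed, and their mix differed, with 47.5% against 4.48% pathologic and 1.41% against 28.3% proximal-like cells in untreated biopsies and the donor. A difference can therefore reflect another mix of cells as well as another state. Because a lone donor sets its own group, the counts of called genes depend on the biopsies that supply the spread. They were 12 higher and 10 lower without untreated biopsy 1, 4 and 4 without untreated biopsy 4, and 15 and 23 without EGCG biopsy 1. Without untreated biopsy 2 there were 33 lower, and without EGCG biopsy 4 there were 47 higher. POSTN, which encodes the matrix protein periostin (chromosome 13, 37562583 to 37598844, GRCh38), stood at 1415 ± 272 CPM (SD, n = 3) against 106 in the donor, a log2 fold change of 3.73 (SE 0.66, edgeR adjusted p = 0.049). MDK, a growth factor gene (chromosome 11, 46380756 to 46383837), stood at 460 ± 195 against 31.6 CPM (log2 fold change 3.87, SE 0.56, edgeR adjusted p = 0.031), and TNC, which encodes tenascin C (chromosome 9, 115019578 to 115118257), at 211 ± 40.5 against 36.0 (2.55, SE 0.40, edgeR adjusted p = 0.039). APOD, a lipid carrier gene (chromosome 3, 195568702 to 195584205), was lower at 114 ± 20.0 against 1802 CPM (log2 fold change -3.99, SE 0.60, edgeR adjusted p = 0.039), as was the NADPH oxidase gene NOX4 (2.96 against 18.3 CPM, log2 fold change -2.63, edgeR adjusted p = 0.028). COL1A1, the main collagen I chain, stood at 8003 ± 2873 against 589 CPM (log2 fold change 3.76, SE 0.81) and passed in DESeq2 (adjusted p = 1.9e-07) but not in edgeR (adjusted p = 0.090). CTHRC1, a secreted collagen regulator (log2 fold change 3.27, SE 0.59, edgeR adjusted p = 0.056), and THY1, a surface glycoprotein (3.41, SE 0.67, 0.069), did not pass. Leaving out 1 biopsy ended some of these calls. The highest edgeR adjusted p, in each case without untreated biopsy 4, was 0.13 for POSTN, 0.086 for TNC and NOX4 and 0.14 for APOD. TNC and APOD were also lost without untreated biopsies 1 or 2 or EGCG biopsy 1, NOX4 without untreated biopsy 2, and POSTN without untreated biopsies 1 or 2 or EGCG biopsy 3, among stricter cells (0.076) and with DESeq2 size factors.
Of the 27 higher genes, 25 were measured in ciliated cells, where 23 had the same sign and the median log2 fold change was 2.63 against 3.17 in fibroblasts. For the 54 lower genes the ciliated median was -0.69 against -2.61 (40 measured).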

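A rank-based score of the 54 Hallmark TGF-β genes was computed on fibroblasts thinned to 3000 UMIs, which removes the effect of cell depth. It averaged 0.149 ± 0.00843 (SD, n = 3, 0.140 to 0.157) in untreated biopsies, 0.140 in the donor and 0.148 in the explant. A narrower score of 36 TGF-β response genes, among them COL1A1 and CTHRC1, averaged 0.319 ± 0.0395 (0.275 to 0.351) in untreated biopsies, 0.182 in the donor and 0.324 in the explant. Without thinning, the Hallmark score was 0.166 ± 0.0137 in untreated biopsies, 0.147 in the donor and 0.164 in the explant. No test was run against 1 donor or 1 explant.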

Single-cell pathway analysis identified higher TGF-β1 pathway activity in fibroblasts from untreated biopsies than from donor or ILD explants (Figure 1G). Upstream Ingenuity Pathway Analysis (IPA) confirmed upregulation of TGF-β1 signaling in fibroblasts from untreated biopsy samples compared with donor samples, with TGF-β1 itself having the highest *z* score (13.5) of all upstream pathways (Figure 1H and Supplemental Table 3). 

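Gene sets were compared with camera, which asks whether the genes of a list move further than all other genes. The 36 TGF-β response genes were higher in untreated biopsies than in the donor as a set (camera adjusted p = 1.9e-09, adjusted p = 0.39 with an estimated correlation). Of them 29 had a positive log2 fold change, the mean was 1.54, and 21 were higher and 1 lower when adjusted over the list alone. The collagen genes moved the same way in 20 of 21 cases (mean 1.86, camera adjusted p = 5.3e-11, adjusted p = 0.32 with an estimated correlation, 13 higher adjusted over the list alone). The 17 TGF-β genes that the paper names were all positive (mean 2.19, camera adjusted p = 5.3e-11, adjusted p = 0.32 with an estimated correlation, 12 higher adjusted over the list alone), but they were picked on these samples and are not independent evidence. For the Hallmark genes the camera direction was down (adjusted p = 0.88), whereas their mean of 0.09 and median of 0.05 were positive. TGFB1 itself, the ligand gene, stood at 83.4 ± 8.77 CPM against 36.3 in the donor (log2 fold change 1.20, edgeR adjusted p = 0.23). The paper states that TGF-β1 had the highest score of all upstream pathways in its own analysis (Figure 1H). The 1 donor sample was assumed to vary like the biopsies. Pathologic cells were 47.5% of the summed fibroblasts in untreated biopsies and 4.48% in the donor, so these set differences can reflect another mix of cells too.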

Notably, several inflammatory and stress pathways also had positive *z* scores above 5: TNFA, IFNG, IL-6, STAT3, AGT, TEAD1, IL1B, P53, p38 MAPK, and MYC. 

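Short lists of target genes for the other named regulators were set against the donor with camera. The TNF and NF-κB targets were higher in untreated biopsies (16 of 21 positive, mean log2 fold change 1.04, camera adjusted p = 0.0033, adjusted p = 0.38 with an estimated correlation), and 3 genes passed when adjusted over the list alone. The unfolded protein response genes, driven by factors such as XBP1, were higher by the same test (20 of 24 positive, adjusted p = 0.041, adjusted p = 0.78 with an estimated correlation). Neither the interferon genes (camera adjusted p = 0.71) nor the p53 targets (13 of 21 positive, camera adjusted p = 0.48) nor the MYC targets (camera adjusted p = 0.54) moved as a set. For the IL-6 and STAT3 targets the camera direction was down (adjusted p = 0.78) with a mean of 0.13. Single genes of these lists include IRF1, an interferon-induced factor (log2 fold change 0.83), GADD45A, a p53 target (0.92), JUNB, an AP-1 subunit (-0.01) and HSP90B1, a chaperone of the endoplasmic reticulum (-0.20).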

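Against the single IPF explant, 0 genes were higher and 7 lower in fibroblasts of 3 untreated biopsies by edgeR (18414 tested, 2343 at p below 0.05, DESeq2 called 239 and 165). SULF1, a heparan sulfatase gene (chromosome 8, 69466624 to 69660915, GRCh38), stood at 40.2 ± 4.69 CPM (SD, n = 3) against 321 (log2 fold change -2.998, SE 0.37, edgeR adjusted p = 0.039). PDK4, a kinase that limits glucose oxidation, stood at 73.8 ± 17.5 against 409.8 CPM (-2.48, SE 0.27, edgeR adjusted p = 0.039), and ACSL4, a fatty acid ligase, at 36.6 ± 5.59 against 178 (-2.28, SE 0.30, edgeR adjusted p = 0.048). IRF1 (529 ± 176 against 131 CPM, log2 fold change 2.01, SE 0.50) and JUNB (3660 ± 305 against 1386 CPM, 1.401, SE 0.34) passed in DESeq2 (adjusted p = 0.0022 and 0.0024) and not in edgeR (adjusted p = 0.22 for both). COL1A1 (4625 CPM in the explant, log2 fold change 0.79, SE 0.66, edgeR adjusted p = 0.62) and TGFB1 (31.7 CPM, 1.39, SE 0.43, edgeR adjusted p = 0.27) did not pass. The count of lower genes was 1 without untreated biopsy 1, 0 without untreated biopsy 2, untreated biopsy 4 or EGCG biopsy 1, and 12 without EGCG biopsy 3. The count of higher genes was 1 without untreated biopsy 1, EGCG biopsy 3 or EGCG biopsy 4. The calls of SULF1, PDK4 and ACSL4 were lost without any 1 of the untreated biopsies (edgeR adjusted p up to 0.22) or EGCG biopsy 1, and that of ACSL4 also without EGCG biopsy 4 (0.062).
As sets, the alveolar fibroblast markers (10 of 12 positive, camera adjusted p = 0.0058, adjusted p = 0.99 with an estimated correlation, 4 higher adjusted over the list alone) and the immediate early genes (23 of 28 positive, camera adjusted p = 0.021, adjusted p = 0.99 with an estimated correlation, 2 over the list alone) were higher than in the explant. The TGF-β response genes did not pass (camera direction down, adjusted p = 0.34), nor did the TGF-β genes named in the paper (up, 0.77), the collagens (down, 0.34) or the TNF targets (up, 0.48).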

Signaling associated with these pathways was increased in explant fibroblasts relative to donors, but was markedly higher in untreated biopsy than in explants (Figure 1H). Western blot analysis of lung-tissue lysates from independent donor, untreated biopsy, and IPF explant samples demonstrated higher phosphorylated SMAD3 (pSMAD3) expression in untreated ILD biopsies than in IPF explant samples (Supplemental Figure 2, B and C), consistent with the transcriptomic changes. Pan-phosphotyrosine levels were not reduced in control biopsies (Supplemental Figure 2D), indicating that artifact or nonspecific phosphatase activity is unlikely to explain altered pSmad3 levels. These data indicate that fibroblasts from ILD patients with mild disease undergoing diagnostic biopsy have higher TGF-β1 and proinflammatory pathway signaling than either donor tissue or end-stage explant ILD tissue. We next determined to what degree treatment of IPF patients with EGCG for 2 weeks would inhibit TGF-β1 signaling.

### TGF-β signaling in ILD fibroblasts is inhibited by EGCG.

Transcriptomes from biopsy fibroblasts isolated from patients who took EGCG (“EGCG biopsies”) daily for 2 weeks were compared with that of biopsies from patients who were untreated (“untreated biopsies”). 

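Alveolar-like and pathologic fibroblasts of 4 EGCG biopsies were compared with those of 3 untreated biopsies, with 3376420 to 44911200 summed UMIs per sample. In untreated biopsies this class came mostly from alveolar-like cluster 0 (27.6%) and CTHRC1-like clusters 2 (24.3%) and 5 (16.4%). With EGCG it came mostly from alveolar-like clusters 3 (24.1%), 6 (16.0%) and 0 (15.1%), so a difference in the class can reflect another mix of cells as well as another state. No gene passed an adjusted p of 0.05 in edgeR among 15323 tested (lowest adjusted p = 0.22). At p below 0.05 there were 710 genes higher and 879 lower with EGCG, which is 10.4% of those tested, and DESeq2 called 13 higher and 23 lower. The biological coefficient of variation was 0.313. Tests of shares and scores were exact permutations of the 7 biopsies, whose smallest 2-sided value is 0.0571.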

Proximal (adventitial) fibroblasts, lipofibroblasts, and smooth muscle cell/myofibroblast transcriptomes were removed from the original data set (Figure 1) to focus on fibroblasts residing near alveoli and/or appearing within the pathology, termed alveolar and pathologic (Figure 2A and Supplemental Figure 3A). Alveolar and pathologic fibroblast subtypes, including CTHRC1^+^, inflammatory, and HAS1^+^BMP antagonist^+^, were subsetted and reclustered. 

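INMT, which marks normal alveolar fibroblasts, was carried by 70.0% ± 5.09 (SD, n = 3) of alveolar-like fibroblasts in untreated biopsies, 70.3% ± 12.4 (n = 4) with EGCG, 84.3% in the donor and 33.4% in the explant, in cells thinned to 3000 UMIs. CCL2, which encodes a monocyte attractant, was carried by 62.2% ± 15.6 of the same class in untreated biopsies, 48.1% ± 13.9 with EGCG, 18.8% in the donor and 40.7% in the explant. Its level was 1288 ± 414 CPM in untreated biopsies, 824 ± 287 with EGCG, 267 in the donor and 366 in the explant. CXCL12, a lymphocyte and progenitor attractant gene, stood at 327 ± 105 CPM in untreated biopsies, 217 ± 63.3 with EGCG, 65.7 in the donor and 217 in the explant. Ciliated cells, which should make neither, held CXCL12 at 2.59 CPM and carried CCL2 in 5.62% of cells of untreated biopsies (n = 4). The donor and explant values rest on 1 sample each and were not tested.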

Notably, the alveolar fibroblast cluster in the patient-derived samples comprised cells with canonical alveolar fibroblast markers (e.g., INMT), but also subpopulations with inflammatory gene expression, e.g., CCL2 and CXCL12 (Supplemental Figure 2A), not usually seen in normal alveolar fibroblasts. Dimensional reduction and annotation of subtypes (Figure 2A and Supplemental Figure 3A) showed trends toward altered fibroblast composition due to EGCG treatment, including fewer CTHRC1^+^ and more alveolar fibroblast subtypes (Figure 2A). 

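Pathologic fibroblasts averaged 23.8% ± 7.85 (SD, n = 4, 15.8 to 33.5) of fibroblasts with EGCG against 47.5% in untreated biopsies, a difference of -23.7 points, and the groups did not overlap (exact permutation p = 0.057, adjusted p = 0.15 over 8 shares). They did overlap among stricter cells (-21.7 points) and among cells of at least 3325 UMIs (-21.7 points, exact permutation p = 0.11 for both). CTHRC1-like fibroblasts averaged 19.6% ± 8.47 (14.3 to 32.1) with EGCG, a difference of -23.3 points (exact permutation p = 0.057, adjusted p = 0.15). Alveolar-like fibroblasts averaged 36.4% ± 10.2 (29.7 to 51.5), a difference of -0.127 points (exact permutation p = 0.74, adjusted p = 0.85). Where predicted doublets were kept before clustering, they averaged 26.8% ± 5.46 with EGCG and 16.8% in untreated biopsies, a difference of 10.05 points (exact permutation p = 0.17). There a cluster of 3550 cells, with TDO2 and CBLN4 among its top genes as in the main alveolar-like cluster 0, was named inflammatory-like by marker means of 0.798 against 0.796, and the inflammatory-like share differed by -10.6 points. At doubled resolution the difference in alveolar-like cells was 3.54 points (exact permutation p = 0.69). Of the other classes, proximal-like fibroblasts averaged 8.37% ± 6.66 with EGCG (exact permutation p = 0.23), myofibroblast-like cells 15.3% ± 18.0 against 6.42% ± 4.09 (exact permutation p = 0.63, with EGCG biopsy 3 at 42.3% and the others at 4.98% to 7.64%), and unnamed fibroblasts 16.1% ± 5.10 against 8.13% ± 0.791 (exact permutation p = 0.057, adjusted p = 0.15). Inflammatory-like fibroblasts averaged 4.22% ± 5.28 with EGCG (exact permutation p = 0.86). Of alveolar-like and pathologic cells alone, 39.6% ± 10.9 were pathologic with EGCG, a difference of -17.2 points (exact permutation p = 0.17, adjusted p = 0.34).

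**Figure D1:**
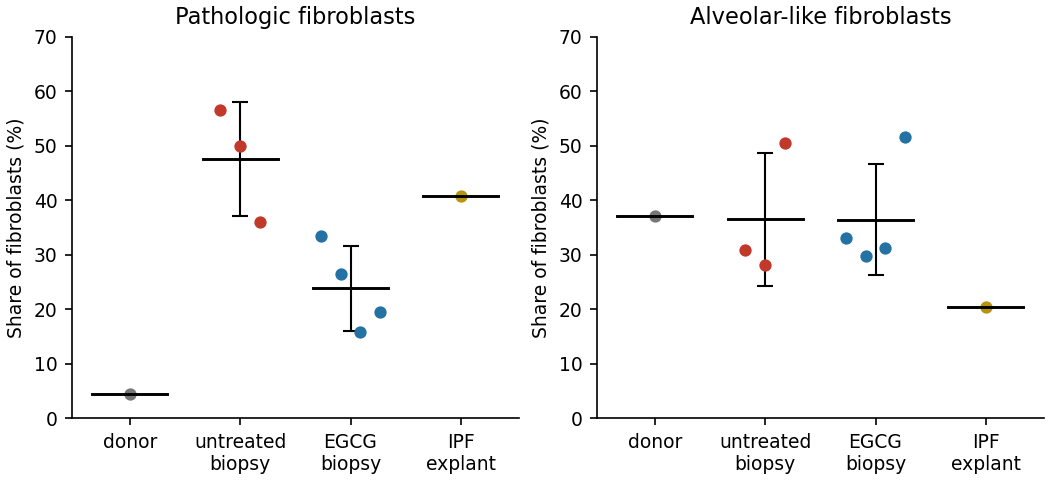
Shares of pathologic and alveolar-like cells among fibroblasts. Each point is 1 biopsy, the donor or the explant, the bar is the mean and the whisker the SD.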

Comparison of gene expression in fibroblasts in EGCG biopsy versus untreated biopsy samples demonstrated marked downregulation of individual TGF-β1 pathway genes, including types 1 and 6 fibrillar collagens, CTHRC1, and serpine-1 (PAI1) as well as other targets, including sFRP2 (Figure 2, B–D, and Supplemental Table 3). 

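Among collagen I genes, COL1A1 (chromosome 17, 50183289 to 50201632, GRCh38) stood at 5353 ± 3126 CPM (SD, n = 4) with EGCG against 8737 ± 2888 (n = 3), a log2 fold change of -0.71 (SE 0.41, edgeR adjusted p = 0.52), and COL1A2 had a log2 fold change of -0.72 (edgeR adjusted p = 0.47). Of the collagen VI chains, which form microfibrils, COL6A2 (chromosome 21, 46098097 to 46132849) had a log2 fold change of -0.76 (SE 0.26, edgeR adjusted p = 0.47), COL6A1 -0.31 (edgeR adjusted p = 0.64) and COL6A3 0.08 (0.88). CTHRC1 (chromosome 8, 103371515 to 103382997) stood at 358 ± 104 against 598 ± 248 CPM (log2 fold change -0.74, SE 0.30, edgeR adjusted p = 0.47). TGFB1 (chromosome 19, 41301587 to 41353911) stood at 49.6 ± 20.0 against 84.0 ± 8.65 CPM (log2 fold change -0.78, SE 0.27, edgeR adjusted p = 0.47) and the contractile gene ACTA2 at 259 ± 130 against 566 ± 263 (-1.13, 0.47). Of the 17 TGF-β genes named in the paper, 11 were lower at p below 0.05 by edgeR before adjustment. Without untreated biopsy 1 the log2 fold changes were -0.403 for COL1A1, -0.442 for COL1A2, -0.352 for CTHRC1 and -0.693 for ACTA2, and without EGCG biopsy 1 that of COL1A1 was -1.18. COL6A1 ran from -0.464 (without EGCG biopsy 1) to -0.0960 (without EGCG biopsy 3), with -0.164 without untreated biopsy 1.
Those 17 genes were lower as a set with EGCG (16 negative, mean -0.75, camera adjusted p = 3.9e-07, adjusted p = 0.50 with an estimated correlation), and 1 passed when adjusted over the list alone. That list was chosen on these samples and is not independent evidence. The 36 TGF-β response genes, listed without regard to these samples, were lower as well (30 negative, mean -0.45, median -0.39, camera adjusted p = 1.7e-05, adjusted p = 0.54 with an estimated correlation, 2 lower adjusted over the list alone). Without untreated biopsy 1 the means of the 2 lists were -0.481 and -0.270.

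**Figure D2:**
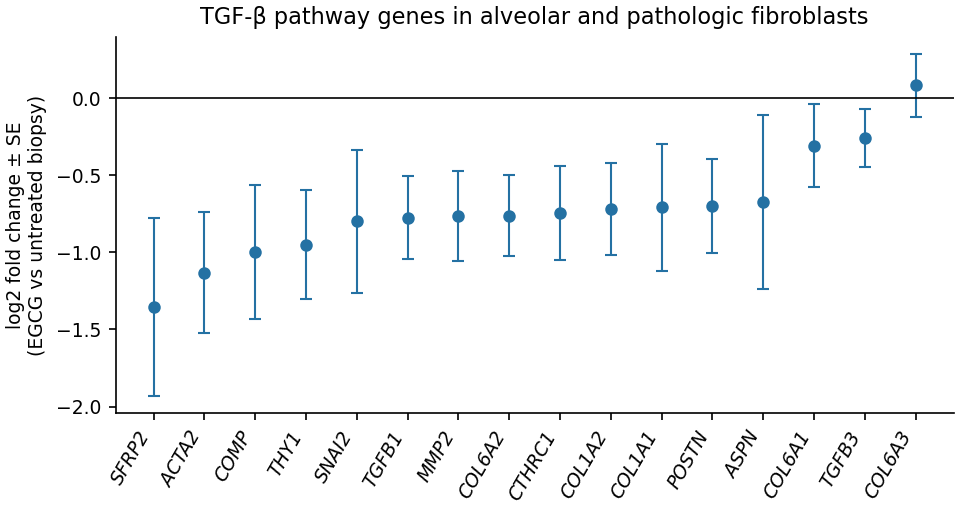
Log2 fold change with its standard error for TGF-β pathway genes, 4 EGCG biopsies against 3 untreated biopsies, alveolar-like and pathologic fibroblasts.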

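Targets of TNF and NF-κB were lower as a set in fibroblasts of EGCG biopsies (18 of 21 negative, mean log2 fold change -0.64, camera adjusted p = 4.3e-05, adjusted p = 0.33 with an estimated correlation, 3 lower adjusted over the list alone). Among the inflammatory genes, IL6, a cytokine gene (chromosome 7, 22725884 to 22732002, GRCh38), stood at 60.0 ± 25.7 CPM (SD, n = 4) against 142 ± 43.9 (n = 3), a log2 fold change of -1.24 (SE 0.35, edgeR adjusted p = 0.47, DESeq2 adjusted p = 0.098). JUNB stood at 2185 ± 470 against 3580 ± 323 CPM (log2 fold change -0.71, SE 0.22, edgeR adjusted p = 0.47, DESeq2 adjusted p = 0.14), and NFKBIA, which encodes the NF-κB inhibitor, at 747 ± 45.0 against 1195 ± 457 (-0.68, edgeR adjusted p = 0.47). The IL-6 and STAT3 targets were lower by camera (adjusted p = 0.043, adjusted p = 0.51 with an estimated correlation, 3 over the list alone), although their mean was 0.08 and their median -0.40. The Hallmark TGF-β genes were lower too (35 of 54 negative, mean -0.14, camera adjusted p = 0.045, adjusted p = 0.50 with an estimated correlation, 0 adjusted over the list alone by edgeR). No set-wide difference was found for the interferon genes (17 of 25 positive, camera adjusted p = 0.72), the p53 targets (13 of 21 negative, adjusted p = 0.91), the MYC targets (17 of 25 negative, adjusted p = 0.40) or the unfolded protein response genes (18 of 23 negative, adjusted p = 0.063). IRF1 had a log2 fold change of -0.23, GADD45A -0.32 and HSP90B1 0.28. Immediate early and heat shock genes, which include JUNB and also respond to tissue handling, were lower too (25 of 28 negative, mean -0.41, camera adjusted p = 1.5e-04). No list passed with the correlation estimated from the 7 biopsies. In simulated data with the TGF-β response list shifted by -0.5 log2 units, that form of camera missed the shift too (adjusted p = 0.073). It therefore cannot exclude a change of that size. The mean of the TNF targets was -0.382 without untreated biopsy 1 and -0.411 among stricter cells, and NFKBIA was -0.420 without untreated biopsy 1. The Hallmark call was lost without untreated biopsies 2 or 4 or EGCG biopsies 1, 2 or 4 (camera adjusted p up to 0.27), and that of the IL-6 and STAT3 targets without untreated biopsies 2 or 4 or EGCG biopsies 1 or 2 (up to 0.27). Both were lost among stricter cells and in several other settings.
The Hallmark score per cell, thinned to equal depth, averaged 0.144 ± 0.00859 (0.136 to 0.156) with EGCG, a difference of -0.00402 from untreated biopsies (exact permutation p = 0.57). The TGF-β response score averaged 0.281 ± 0.0552 (0.221 to 0.330, exact permutation p = 0.34).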

Upstream IPA confirmed downregulation of TGF-β1 signaling due to EGCG treatment as well as downregulation of multiple inflammatory (IL-5, TNFA, IFNG, IL-4, IL-1B, IL-6) and stress signaling pathways (TP53, p38 MAPK, XBP1, MYC) in fibroblasts (Figure 2C and Supplemental Table 3), all of which were upregulated in untreated biopsy fibroblasts compared with donor controls (Figure 1D). 

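Ranges across biopsies were compared gene by gene. IL6 ran from 29.6 to 87.7 CPM with EGCG and from 114 to 193 in untreated biopsies, and JUNB from 1537 to 2630 and from 3212 to 3812. MMP2, a collagenase gene, ran from 522 to 1122 with EGCG and from 1169 to 1980 CPM in untreated biopsies. CTHRC1 (265 to 505 against 441 to 884), COL1A1 (2883 to 9852 against 6900 to 12066), THY1 (218 to 402 against 310 to 875) and COMP, a cartilage matrix gene (103 to 424 against 365 to 456), overlapped. In all, 1152 genes (7.52%) had ranges that did not overlap between 4 EGCG and 3 untreated biopsies, where 5.71% is the share expected by chance. MACF1, a cytoskeletal linker gene, was among those in the other direction, at 1382 ± 357 against 598 ± 334 CPM (SD, log2 fold change 1.21, edgeR adjusted p = 0.47).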

Gene expression changes could not be explained by variation among individual samples (Figure 2D). 

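Of the 100 genes with the lowest edgeR p among those lower with EGCG and the 100 among those higher in untreated biopsies than in the donor, 5 were shared, namely BDKRB1, a bradykinin receptor gene, TNFAIP6, an inducible hyaluronan-binding gene, SCG5, IGDCC4 and KRBOX1. Ranked by log2 fold change instead, 22 were shared. The same untreated biopsies enter both comparisons, so chance overlap was simulated with that sharing kept, over 20 simulations. It gave 7.35 ± 2.30 shared genes by p (3 to 11) and 8.4 ± 2.35 by log2 fold change (3 to 12), whereas independent lists from 15323 genes would share 0.653. In all fibroblasts on both sides, 7 were shared by p and 24 by log2 fold change. Among genes with at least 20 CPM the numbers were 5 and 24. The untreated biopsies were not split between the comparisons here, so part of the overlap can come from them.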

There was substantial overlap in the list of top 100 genes upregulated in untreated biopsy versus donor fibroblasts and the top 100 downregulated genes in EGCG biopsy versus untreated biopsy fibroblasts (Supplemental Figure 3B and Supplemental Table 3), highlighting the central role of TGF-β1 signaling in fibrotic fibroblasts.

### EGCG exposure reduced fibrosis-associated changes in epithelial cells.

Following dimensional reduction and annotation using known markers of cell type (7, 8, 10, 16), the transcriptomes of epithelial cells were compared across sample type, donor, untreated biopsy, and EGCG biopsy (Figure 3A and Supplemental Figure 3C). 

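AEC2s, AEC1s, basal and secretory cells were named by reclustering the epithelium of 4 untreated biopsies, 4 EGCG biopsies, the donor and the explant. In untreated biopsies the AEC2 class came mostly from cluster 0 (64.7%) and cluster 8 (21.6%), with EGCG from the same clusters (55.5% and 19.7%), and in the donor from clusters 0 (80.1%) and 10 (13.9%). AEC1s, the flat gas-exchange cells, formed 18.0% ± 14.8 (SD, n = 4) of nonciliated cells in untreated biopsies, 31.3% ± 18.9 (n = 4) with EGCG and 9.76% in the donor. Secretory airway cells formed 25.0% ± 16.0, 23.8% ± 13.7 and 4.63%, and 38.1% in the explant. Summed AEC2 counts ran from 3280190 to 41504400 UMIs per sample in the comparison with EGCG. Exact permutations of 8 biopsies have a smallest 2-sided p of 0.0286.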

A marked loss of AEC2s was already observed in untreated biopsy samples, as previously reported in IPF explant lungs (7, 8) (Figure 3B; note that AEC2s are shown as percentage of nonciliated epithelium). Moreover, an upstream IPA on differentially expressed genes in AEC2s from untreated biopsies compared with nondiseased donors had positive *z* scores for numerous inflammatory and stress pathways, e.g., IL-6, TNF-α, NFKB, JNK, TP53, DDX5, and p38 MAPK, as well as for TGF-β1. 

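AEC2s formed 29.4% ± 23.8 (SD, n = 4, 8.00 to 59.2) of nonciliated epithelium in untreated biopsies, 85.1% in the donor (2736 of 3216, exact interval 83.8 to 86.3) and 2.62% in the explant (55 of 2098, exact interval 1.98 to 3.399). All 4 untreated biopsies lay below the donor. In untreated biopsy 2, which had the lowest share, 476 of 1862 nonciliated cells were neuroendocrine cells, marked by GRP and CHGA. That cluster held 486 cells over all samples. Basal cells, the stem cells of the airway, formed 15.2% ± 12.7 in untreated biopsies, 0.435% in the donor (14 cells) and 42.9% in the explant (901 cells). AEC1s numbered 0 of 2098 in the explant, with an exact upper limit of 0.176%. These exact intervals cover counting error only.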

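In AEC2s, 18 genes were higher and 5 lower in 4 untreated biopsies than in the donor by edgeR (16074 tested, 2328 at p below 0.05, DESeq2 called 527 and 129). PHLDA3, a p53 target that restrains AKT (chromosome 1, 201464383 to 201469237, GRCh38), stood at 80.2 ± 16.3 CPM (SD, n = 4) against 13.2 (log2 fold change 2.60, SE 0.37, edgeR adjusted p = 0.022). GAS6, a ligand of the TAM receptors (chromosome 13, 113820549 to 113864067), stood at 84.3 ± 19.1 against 8.79 CPM (3.26, SE 0.39, edgeR adjusted p = 0.0087). TACC2, a microtubule-binding gene, was lower at 68.0 ± 12.8 against 382 CPM (-2.49, SE 0.30, edgeR adjusted p = 0.0087). SFTPC had a log2 fold change of -0.28. Counts of called genes were 82 higher and 52 lower without untreated biopsy 4, 35 and 11 without EGCG biopsy 2, and 35 and 19 without EGCG biopsy 4. Only 12 were higher and 2 lower without untreated biopsy 2, 3 were lower without untreated biopsy 3, and 2 were lower without EGCG biopsy 1.
PHLDA3 did not pass without untreated biopsies 2 or 3 (edgeR adjusted p up to 0.057).
The p53 targets were higher as a set (19 of 21 positive, mean 1.18, camera adjusted p = 2.1e-08, adjusted p = 0.38 with an estimated correlation, 10 higher adjusted over the list alone). So were the aberrant basaloid genes, which mark a transitional epithelial state (18 of 18 positive, mean 2.43, camera adjusted p = 1.3e-06, adjusted p = 0.38 with an estimated correlation, 6 over the list alone), and the TGF-β response genes (32 of 35 positive, camera adjusted p = 2.2e-04, adjusted p = 0.75 with an estimated correlation, 2 over the list alone). The TNF targets (16 of 21 positive, camera adjusted p = 0.69) and the interferon genes (22 of 25 positive, 0.090) did not pass, and the IL-6 and STAT3 targets ran down in camera (adjusted p = 0.88) with a mean of 0.55. The basaloid list also holds basal genes such as KRT5 and TP63 and the p53 targets CDKN1A and GDF15. AEC2 cluster 8, with AEC1 markers as its second match, made up 21.6% of AEC2s in untreated biopsies and 1.94% in the donor. These set differences can therefore reflect another mix of AEC2s as well as another state. In ciliated cells, against the same donor, the median was 0.19 for the p53 targets (1.298 in AEC2s), 0.87 for the basaloid genes (1.45) and 1.34 for the TGF-β response genes (2.65). Mesenchymal transcripts, a sign of free RNA, were higher in AEC2s as well (10 of 10 positive, median 3.18, camera adjusted p = 0.038, adjusted p = 0.93 with an estimated correlation), with a median of 2.08 in ciliated cells.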

Even though the 2-week EGCG exposure did not reverse the loss of AEC2 seen in untreated biopsy, a near-complete pattern reversal was measured on the mentioned differentially expressed genes in AEC2s (Figure 3C and Supplemental Table 3). 

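AEC2s formed 35.5% ± 18.1 (SD, n = 4, 22.8 to 61.7) of nonciliated epithelium with EGCG, a difference of 6.099 points from untreated biopsies (exact permutation p = 0.66, adjusted p = 0.94 over 6 shares). The difference was -2.64 points without EGCG biopsy 2, -1.02 without untreated biopsy 2 and 16.0 without untreated biopsy 4. Untreated biopsy 2 held 149 AEC2s among 1862 nonciliated cells, of which 476 were neuroendocrine, so its low share partly reflects those cells. Basal cells formed 7.63% ± 8.20 with EGCG (exact permutation p = 0.31), and the AEC1 share gave an exact permutation p of 0.26. In edgeR 0 of 13439 genes passed in AEC2s with EGCG (1518 at p below 0.05, lowest adjusted p = 0.44), and DESeq2 called 2 higher and 16 lower. Without untreated biopsy 4, edgeR called 1 higher and 11 lower. JUNB stood at 640 ± 112 CPM against 1011 ± 175 (log2 fold change -0.66, SE 0.20, edgeR adjusted p = 0.44), with no overlap between biopsies (exact permutation p = 0.029), and 775 genes (5.77%) had such ranges against 2.86% by chance. The stress cytokine gene GDF15 had a log2 fold change of -0.76 (-0.232 without untreated biopsy 2, -0.466 without EGCG biopsy 2) and the keratin gene KRT18 -0.50 (-0.277 without untreated biopsy 1). As sets, the p53 targets (16 of 21 negative, mean -0.37, camera adjusted p = 0.0032, adjusted p = 0.93 with an estimated correlation, 2 lower adjusted over the list alone) and the immediate early genes (21 of 28 negative, camera adjusted p = 0.022, adjusted p = 0.93 with an estimated correlation) were lower with EGCG. Neither passed without untreated biopsy 2 (means -0.224 and -0.125, camera adjusted p = 0.18 and 0.45), and the immediate early genes did not without EGCG biopsies 1, 2 or 4 (adjusted p up to 0.14) or among stricter cells (0.059).
Log2 fold changes for EGCG against untreated and for untreated against the donor had a correlation of -0.492 over 13439 genes. Sharing the untreated biopsies alone gave -0.310 in simulations (-0.343 to -0.287). With the untreated biopsies split between the comparisons, 6 ways, it was -0.195 on average (-0.349 to -0.0379). Of 2053 genes at p below 0.05 against the donor by edgeR, 82.0% had the opposite sign with EGCG (76.9% in simulations, 64.7% with split controls). By list, the opposite sign held for 27 of 28 TGF-β response genes, 15 of 18 basaloid genes, 16 of 21 p53 targets, 14 of 19 TNF targets, 7 of 14 IL-6 and STAT3 targets and 8 of 23 interferon genes. In simulations without change that share the untreated biopsies it held for 57.8% to 63.1% of the genes of these lists. The genes of a list move together, with an estimated correlation of 0.38 for the TGF-β response, 0.31 for the basaloid and 0.32 for the p53 genes. A whole list can therefore turn at once, and the simulated shares give no spread for that. Mesenchymal transcripts were negative with EGCG in AEC2s too (10 of 10, median log2 fold change -1.25, camera adjusted p = 0.64), as in ciliated cells (median -1.34). Of the genes called against the donor, 21 were tested with EGCG. Of these, 16 had the opposite sign, and 3 had both the opposite sign and p below 0.05 with EGCG in edgeR. The paper proposes that EGCG, by inhibiting TGF-β1 signaling in fibroblasts, lessens the changes that fibroblasts bring about in alveolar epithelial cells.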

The NicheNet receptor-ligand signaling prediction algorithm was used to infer altered signaling from fibroblast ligands to AEC2 receptors due to EGCG. Notably, signaling from numerous AEC2-supporting niche factors, such as multiple FGFs, WNT5A, BMP5, and HGF, was increased in the EGCG-treated group (Figure 3D). Conversely, fibrosis-associated signaling pathways, such as collagens, CTGF, IL-6, SERPINE1/PAI1, COMP, APOE, and TGF-β1, were all predicted to be decreased in EGCG-treated samples (Figure 3E). 

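HGF, which encodes a growth factor for epithelium (chromosome 7, 81699008 to 81770438, GRCh38), stood at 284 ± 76.9 CPM (SD, n = 4) with EGCG against 212 ± 66.3 (n = 3) in alveolar-like and pathologic fibroblasts, a log2 fold change of 0.43 (SE 0.29, edgeR adjusted p = 0.56). WNT5A stood at 39.8 ± 31.9 against 30.7 ± 22.8 CPM (log2 fold change 0.40, SE 0.78) and BMP5 at 218 ± 78.4 against 176 ± 21.1 (0.31). Of the fibroblast growth factor genes, FGF7 stood at 252 ± 59.4 against 330 ± 25.2 CPM (-0.39, edgeR adjusted p = 0.51, exact permutation p = 0.057), FGF10 at 9.77 ± 1.74 against 13.4 ± 4.79 (-0.43), and FGF18 at 9.63 against 15.4 (-0.71). FGF13 had a log2 fold change of 0.27 and FGF14 of 0.04. KITLG, the ligand of the KIT receptor, had the lowest edgeR p of these genes (120 ± 30.2 against 69.5 ± 27.4 CPM, log2 fold change 0.80, SE 0.31, edgeR adjusted p = 0.47). Leaving out 1 biopsy moved several of these values. HGF was 0.186 without untreated biopsy 1, FGF10 -0.175 and FGF18 -0.0973 without untreated biopsy 2 (FGF10 -0.701 without untreated biopsy 4), BMP5 ran from 0.0773 (without EGCG biopsy 4) to 0.482 (without EGCG biopsy 1), and WNT5A ran from -0.272 (without EGCG biopsy 2) to 1.21 (without untreated biopsy 2). In all fibroblasts FGF18 was 0.716 and BMP5 -0.0388. The 16 niche factor genes as a set did not differ (11 positive, mean 0.15, camera adjusted p = 0.72).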

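CCN2, the connective tissue growth factor gene, stood at 572 ± 282 CPM (SD, n = 4) with EGCG against 995 ± 407 (n = 3), a log2 fold change of -0.80 (edgeR adjusted p = 0.48). COMP stood at 212 ± 145 against 421 ± 49.0 CPM (-0.9965, edgeR adjusted p = 0.48), COL18A1, a basement membrane collagen gene, at 99.6 ± 31.5 against 173 ± 57.5 (-0.80, edgeR adjusted p = 0.47), and APOE, a lipid carrier gene, at 654 ± 365 against 945 ± 366 (-0.53). APOE ran from -0.884 (without EGCG biopsy 2) to -0.166 (without untreated biopsy 4) and was -1.89 in alveolar-like cells alone. CCN2 was -0.475 without untreated biopsy 1 and COMP -1.58 without EGCG biopsy 1. All 8 profibrotic ligands of the paper were negative, with a mean of -0.87 (camera adjusted p = 1.7e-05, adjusted p = 0.33 with an estimated correlation), and 4 passed when adjusted over the list alone. These ligands were picked on the same samples, which makes the set test no independent evidence. Of the 21 collagens, 14 were negative (mean -0.34, camera adjusted p = 0.018, adjusted p = 0.58 with an estimated correlation), and 0 passed in edgeR adjusted over the list alone. The collagens did not pass without untreated biopsy 2 or EGCG biopsies 2 or 3 (camera adjusted p = 0.067, 0.075 and 0.13), nor within CTHRC1-like (0.20) or alveolar-like cells (0.23) alone. Receptor activity in AEC2s was not analysed here.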

EGCG requires LOXL2 for its activation as a TGF-β1 kinase inhibitor. LOXL2 is not expressed in epithelial cells, including AEC2s, and hence EGCG has no discernible direct effect on AEC2s (11). These findings suggest that inhibition of fibroblast TGF-β1 signaling by EGCG reduces fibroblast-mediated changes in alveolar epithelial cells.

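LOXL2, a collagen crosslinking enzyme (chromosome 8, 23297189 to 23425328, GRCh38), stood at 45.1 ± 15.3 CPM (SD, n = 3) in CTHRC1-like fibroblasts of untreated biopsies, 8.72 ± 2.45 in alveolar-like fibroblasts and 3.67 ± 2.97 (n = 4, 387 counts) in AEC2s. In cells thinned to 3000 UMIs it was detected in 9.60% of CTHRC1-like fibroblasts (27.7% unthinned), 1.12% of AEC2s and 0.303% of ciliated cells, which serve as a background. Across 10 samples AEC2s held 2.56 ± 2.12 CPM against 0.635 ± 0.458 in ciliated cells (higher in 9 of 10, exact sign-flip permutation p = 0.0098, adjusted p = 0.0098 over 4 genes). LOXL1 (2.31 ± 2.54 against 6.02 ± 2.00 CPM) and LOX (1.94 ± 2.70 against 18.4 ± 2.96), 2 related crosslinking genes, were lower in AEC2s than in ciliated cells (exact permutation adjusted p = 0.0078 and 0.0039). In AEC2s the LOXL2 log2 fold change with EGCG was -1.01 (SE 0.59, edgeR adjusted p = 0.46). In the donor it stood at 0.302 CPM in AEC2s and 2.05 in fibroblasts. Free RNA from fibroblasts can add counts to AEC2s, and protein was not measured here.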

### sFRP2 is a fibroblast-specific TGF-β1 gene target in IPF.

Analysis of the fibroblast genes downregulated by inhibition of TGF-β1 signaling identified sFRP2 as one of the most downregulated genes, with a log_2_ fold change of –2.1 (Figure 2D, Figure 4A, and Supplemental Table 3). 

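SFRP2, which encodes a secreted modulator of Wnt signaling (chromosome 4, 153780592 to 153789120, minus strand, GRCh38), stood at 689 ± 524 CPM (SD, n = 4, 306 to 1436) with EGCG against 1762 ± 879 (n = 3, 892 to 2650). The log2 fold change was -1.36 (SE 0.58, edgeR adjusted p = 0.48, DESeq2 adjusted p = 0.46), and the biopsies of the groups overlapped (exact permutation p = 0.11). In all fibroblasts SFRP2 stood at 2091 ± 1201 CPM in untreated biopsies against 658 in the donor (log2 fold change 1.67, SE 1.09, edgeR adjusted p = 0.48) and 2066 in the explant (0.02). The paper names SFRP2 among the fibroblast genes most lowered by inhibition of TGF-β1 signaling, and the present test rests on 7 biopsies.

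**Figure D3:**
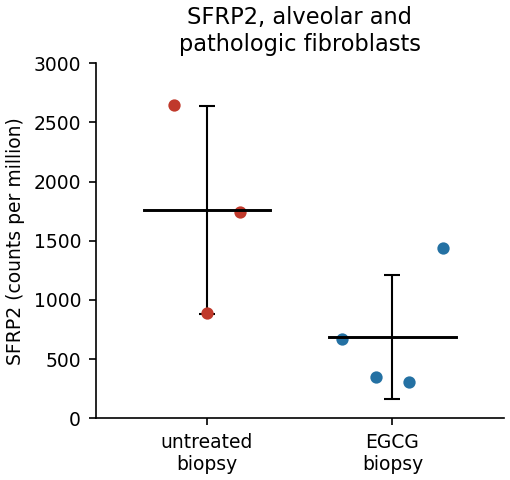
SFRP2 in alveolar-like and pathologic fibroblasts. Each point is 1 biopsy, the bar is the mean and the whisker the SD.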

We confirmed that sFRP2 is a TGF-β1 target gene, based on strong and specific upregulation of *sFRP2* mRNA by TGF-β1 in primary human lung fibroblasts that was suppressed when a TGF-β1 inhibitor was added to the culture (Figure 4B).

Moreover, among the 5 known human sFRPs, only sFRP2 is strongly upregulated by TGF-β1 (Supplemental Figure 4A), and inspection of several online scRNA-Seq files revealed that sFRP2 expression is specific to fibroblasts in ILD (7, 8, 17–19) and Rosas and Kropski online scRNA-Seq files at http://www.ipfcellatlas.com We next determined which subpopulations of fibroblasts expressed sFRP2 in fibrotic lungs.

*sfrp2* Expression was found in several subpopulations of fibroblasts within the alveolar compartment, as indicated by superimposition of *sfrp2* expression on various feature plots within the alveolar and pathological fibroblast clusters (Figure 2) from untreated or EGCG-treated patients (Figure 4C and Supplemental Figure 4B). 

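By class, SFRP2 was detected in 76.3% ± 12.6 (SD, n = 3) of CTHRC1-like fibroblasts of untreated biopsies after thinning to 3000 UMIs (88.6% unthinned, median 12939 UMIs), 56.6% ± 5.03 (n = 2) of inflammatory-like and 46.8% ± 20.4 of alveolar-like fibroblasts (55.6% unthinned, median 7960 UMIs). In myofibroblast-like cells it was found in 15.6% ± 14.0. Levels were 2125 ± 1010 CPM in CTHRC1-like and 1055 ± 400 CPM in alveolar-like fibroblasts of untreated biopsies. The donor's alveolar-like fibroblasts held 6.24 CPM (0.835% of 479 cells with SFRP2), whereas its proximal-like fibroblasts held 1657 CPM (84.6%). Proximal-like fibroblasts of 3 EGCG biopsies carried it in 94.3% ± 1.495 of cells. In the explant, alveolar-like fibroblasts carried SFRP2 in 76.9% of cells and CTHRC1-like in 55.6%. Ciliated cells, a measure of free RNA, carried SFRP2 in 6.11% ± 9.10 of cells in untreated biopsies (12.4% unthinned, median 9412.5 UMIs) and 0% in the donor.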

Virtually all of the *sfrp2* expression colocalized with *col1a1* (Supplemental Figure 4B) and partially with *cthrc1* and the inflammatory marker *ccl2*, all of which were suppressed by EGCG treatment. 

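Cells with an SFRP2 count carried COL1A1 in 98.8% ± 0.786 of cases (SD, n = 3) in untreated biopsies against 92.4% ± 5.41 of cells without SFRP2, at equal depth. For CTHRC1 the shares were 49.0% ± 10.2 and 33.6%, and for CCL2 65.5% ± 7.91 and 55.1%. With EGCG they were 97.7% and 88.9% for COL1A1, 47.8% and 26.2% for CTHRC1, and 59.2% and 49.3% for CCL2. All 7 biopsies had the higher value in SFRP2-carrying cells for each gene, by 7.80 ± 6.85, 19.0 ± 8.94 and 10.1 ± 5.73 points (exact sign-flip permutation p = 0.016, adjusted p = 0.016 for each). The single explant ran the other way for CTHRC1 (36.8% against 71.7%) and COL1A1 (91.5% against 95.9%) and the same way for CCL2 (39.8% against 21.9%). In ciliated cells of untreated biopsies COL1A1 was found in 24.0% ± 27.1, CTHRC1 in 2.27% and CCL2 in 7.36% (the same 3 biopsies), which is the free RNA level. For COL1A1 it was 55.0% in untreated biopsy 1 and 4.86% and 12.2% in untreated biopsies 2 and 4.
SFRP2 was detected in 62.1% ± 16.2 (51.5 to 80.7) of alveolar-like and pathologic fibroblasts of 3 untreated biopsies (72.8% unthinned, median 10582 UMIs) and 28.4% ± 9.24 (19.1 to 40.0) of those of 4 EGCG biopsies (33.9% unthinned, median 8090.75 UMIs), a difference of -33.7 points (exact permutation p = 0.057, adjusted p = 0.34 over 6 genes). The ciliated background of SFRP2 in EGCG biopsies was 0.909% ± 0.841 (4.00% unthinned, median 10996.2 UMIs). The donor had 2.56% (14 of 546 cells). COL1A1 was detected in 91.9% ± 5.22 with EGCG against 96.0% ± 3.16 (exact permutation p = 0.40), CTHRC1 in 32.7% ± 7.37 against 43.4% ± 13.3 (exact permutation p = 0.29) and CCL2 in 51.9% ± 11.8 against 61.4% ± 6.81 (exact permutation p = 0.34). By level, CCL2 stood at 848 ± 199 against 1238 ± 399 CPM (log2 fold change -0.54, edgeR adjusted p = 0.48, -0.284 without untreated biopsy 2).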

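INMT was found in 33.7% ± 3.86 (SD, n = 3) of SFRP2-carrying cells and 56.0% ± 13.9 of SFRP2-free cells in untreated biopsies, and in 25.1% ± 8.94 and 55.3% ± 15.2 with EGCG (n = 4). TCF21 was found in 57.2% ± 11.7 and 66.6% in untreated biopsies and in 51.4% ± 14.2 and 68.7% with EGCG. Both were lower in SFRP2-carrying cells in all 7 biopsies, by -26.8 ± 10.1 and -13.9 ± 7.94 points (exact sign-flip permutation p = 0.016 each). In the single explant both were higher in SFRP2-carrying cells, INMT at 19.4% against 13.2% and TCF21 at 51.9% against 29.3%. INMT stood at 326 ± 141 CPM with EGCG against 306 ± 102 (log2 fold change 0.09, edgeR adjusted p = 0.93) and TCF21 at 548 ± 157 against 538 ± 302 (0.03, edgeR adjusted p = 0.98). The sign turned in other sets of cells, where the log2 fold change of INMT was -0.626 in CTHRC1-like cells, -0.178 in alveolar-like cells and -0.298 in all fibroblasts, and that of TCF21 -0.180, -0.0499 and -0.296. Detection was 46.7% ± 13.7 with EGCG against 43.0% ± 8.48 for INMT (exact permutation p = 0.74) and 64.0% ± 11.7 against 61.3% ± 13.5 for TCF21 (exact permutation p = 0.86).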

Although there was little colocalization of *sfrp2* and the alveolar fibroblast markers *inmt* and *tcf21*, the expression of these markers was also obviously suppressed in fibroblasts of EGCG-treated patients (Supplemental Figure 4B). The overall intensity of *sfrp2* signal by in situ hybridization within the alveolar space was substantially decreased in EGCG-treated patients (Figure 4, D and E), consistent with the scRNA expression data (Figure 2D). To further define the spatial distribution of *sfrp2* expression, we measured the average distance from *sftpc^+^* cells to *sfrp2^+^* cells using in situ hybridization and found clusters of *sfrp2^+^* cells to be substantially correlated with proximity to *sftpc^+^* AEC2s and *krt17^+^sftpc^+^* alveolar-basal intermediate (ABIs) cells (Supplemental Figure 5, A and B). Finally, we confirmed the reduced expression of sFRP2 by Western blot protein analysis of PCLSs from 6 IPF explants cultured without or with EGCG for 7 days. EGCG effected marked decreases in fibroblast (periostin, sFRP2) and epithelial (KRT17) genes that are upregulated in IPF as well as increased surfactant protein C (SFTPC) expression (Figure 4, F and G, and Supplemental Figure 5C).

sFRP2 is an interesting protein relevant to pulmonary fibrosis in several respects. Prior studies have found that sFRP2 is a fibroblast-specific protein and its expression increases with age (16, 18). sFRP2 has been linked to fibrosis in several experimental systems (19–21). Interestingly, sFRP2 is found in gene signatures of IPF patients analyzed by GWAS or other linkage analyses (22, 23), suggesting a role in IPF pathobiology. Collectively, these findings and the findings detailed above prompted us to explore the functional effects of fibroblast sFRP2 expression ex vivo.

### SFRP2 induces expression of basal genes in cultured human AEC2 cells.

We first tested the impact of recombinant sFRP2 on the fate of AEC2s in organoid cocultures with the embryonic fibroblast MRC5 as feeder cells, as prior work has established these cocultures maintain the integrity and support expansion of AEC2 colonies (8). Low concentrations of sFRP2 (10 ng/ml) supported AEC2 integrity with SFTPC expression, whereas progressively higher concentrations effected transdifferentiation of the AEC2 cells to KRT5^+^ basal-like cells (Figure 5A). By day 14 of the coculture, all the organoids derived from AEC2-MRC5 treated with 60 ng/ml of sFPRP2 contained KRT5^+^ cells, with some cells still expressing SFTPC, whereas all the organoids in the AEC2-MRC5 coculture treated with 10 ng/ml of sFRP2 contained SFTPC^+^ cells, with few expressing KRT5 (Figure 5B and Supplemental Table 4). Treatment with 30 ng/ml induced an intermediate phenotype, with a similar distribution of cells still expressing SFTPC and cells expressing KRT5 (Figure 5, A and B). Given the consistent promoting effects of exogenous sFRP2 on AEC2 transdifferentiation, we asked whether fibroblast expression of sFRP2 was required for fibroblast-dependent expression of KRT5 in AEC2s in cultured organoids. The expression of sFRP2 in primary adult human lung mesenchyme (AHLM) was silenced immediately prior to formation of organoids, as AHLM is known to drive basal metaplasia of AEC2s in coculture organoids (10). We confirmed silencing of *sfrp2* in AHLM transfected with *sfrp2* siRNA versus control siRNA (0.22 ± 0.1-fold expression versus control). The *sfrp2* silencing markedly attenuated both loss of SFTPC and gain of KRT5 protein levels in AEC2s in coculture organoids, as compared with organoids formed with AHLM treated with control siRNA (Figure 5C and Supplemental Table 4). However, some colonies developed mixed phenotypes, comprising both SFTPC^+^ and KRT5^+^ cells, whereas others were virtually devoid of a KRT5 transition (Figure 5, C and D). These findings confirm a critical role of mesenchymal sFRP2 in regulating AEC2 cell fate.

To confirm that sFRP2 treatment promoted basaloid differentiation, we isolated RNA from 14-day organoids similar to that shown and quantified mRNA for *krt5*, *ngfr*, *axin2*, and *sftpc*. As shown in Figure 5E, sFRP2 promoted *krt5* and *ngfr* mRNA expression and decreased *axin2* and *sftpc* mRNA levels. By 21 days, sFRP2 induced high levels of *ngfr*, *tp63*, and *krt17* (Figure 5F). Collectively, sFRP2 reduced canonical Wnt signaling and promoted transdifferentiation of AEC2 to basal-like cells.

As a second approach, PCLSs were prepared from nondiseased donor lungs and cultured without or with sFRP2 for 7 days to investigate its effect on basal gene expression in AEC2s. No KRT5 or KRT17 expression was observed on freshly fixed nondiseased lung section (data not shown). The addition of TGF-β1 (2 ng/mL) promoted the expression of KRT17 in AEC2s as well as an elongated epithelial morphology by day 3 (not shown) that persisted through day 7, but little or no KRT5 (Figure 5, G and H, and Supplemental Figure 6). Combined treatment with TGF-β1 and sFRP2 (60 ng/mL) induced a strong expression of KRT5 detected by both Western blot analysis of lung slices and immunostaining in very elongated Krt17^+^ cells by immunofluorescent staining (Figure 5, G and H, and Supplemental Figure 6). The insert reveals colocalization of KRT17 and KRT5 in elongated AEC2-derived alveolar cells consistent with BC cytoplasmic extensions (24). Furthermore, treatment with EGCG reduced the expression of KRT17 and KRT5, suggesting that TGF-β1 promotes KRT17 expression indirectly through the mesenchyme because EGCG does not inhibit TGF-β1 signaling in epithelial cells (11).

### sFRP2 acts directly on AEC2s through the Frizzled 5 receptor to activate noncanonical Wnt signaling and promote basal gene expression.

To determine whether sFRP2 directly acts on AEC2, we cultured freshly isolated human AEC2 cells on top of Matrigel without fibroblast support. Because sFRP2 suppressed the canonical Wnt target *axin2* in organoids (Figure 5C), we compared the effects of sFRP2 and Wnt3a on *axin2* levels of cultured AEC2s (Figure 6A). As expected, sFRP2 suppressed whereas Wnt3a induced *axin2* mRNA expression in isolated AEC2s, confirming that sFRP2 does not promote detectable canonical Wnt signaling in these cells. Immunofluorescent staining of parallel AEC2 cell cultures showed that exposure to sFRP2 (60 ng/ml) caused loss of SFTPC and induction of KRT5^+^ in AEC2s (Supplemental Figure 7A). Furthermore, quantitative real-time PCR (qPCR) analysis indicated that sFRP2 exposure both induced *krt5* and suppressed *axin2* mRNA (Supplemental Figure 7B). These findings indicate that sFRP2, which is induced in fibroblasts by TGF-β1, acts directly on AEC2 cells to promote their transdifferentiation toward basal-like cells in organoid cocultures.

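Wnt receptor genes were compared between AEC2s and basal cells within 7 samples that held at least 50 cells of each. These were untreated biopsies 1, 2 and 3, EGCG biopsies 1, 3 and 4 and the explant. The donor was not among them, whereas the paper's Figure 6B shows donor, control biopsy and explant samples. LRP6, a coreceptor of canonical Wnt signaling, stood at 54.1 ± 16.6 CPM (SD, n = 7) in AEC2s against 21.2 ± 4.92 in basal cells, and ROR1, a receptor of WNT5A, at 17.7 ± 5.44 against 2.43 ± 1.11. LGR4, a receptor of R-spondins, stood at 5.49 ± 4.48 against 22.9 ± 3.99 CPM, LGR6 at 0.540 against 9.78 and VANGL2, a planar polarity gene, at 1.99 against 9.08. Each of these 5 genes differed in a single direction in all 7 samples (exact sign-flip permutation adjusted p = 0.035 each, over 20 genes). AXIN2, a canonical Wnt target, stood at 34.7 ± 8.87 against 12.6 ± 2.11 CPM (log2 difference 1.38).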

To explore potential receptors for sFRP2 on AEC2s, we examined Frizzled receptor and coreceptor expression in our epithelial scRNA data (Figure 6B). 

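Of the Frizzled genes, FZD5 (chromosome 2, 207762586 to 207769563, GRCh38) was highest in AEC2s in 9 of 10 samples and FZD6 in the remaining 1. That sample was the explant, with 55 AEC2s and a small gap (43.6 CPM for FZD6 against 41.6 for FZD5). In untreated biopsy 2 the gap was small as well (37.7 CPM for FZD5 against 35.9 for FZD6). In basal cells FZD6 was highest in 6 of 7 samples. FZD5 stood at 44.0 ± 9.06 CPM (SD, n = 7) in AEC2s against 25.4 ± 10.7 in basal cells of the same samples (log2 difference 0.82, higher in all 7, exact sign-flip permutation p = 0.016, adjusted p = 0.035). FZD6 stood at 33.2 ± 6.85 against 43.2 ± 9.73 CPM (log2 difference -0.37, lower in 6 of 7, exact permutation p = 0.031, adjusted p = 0.048). FZD8 was higher in AEC2s (9.89 against 5.02 CPM).

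**Figure D4:**
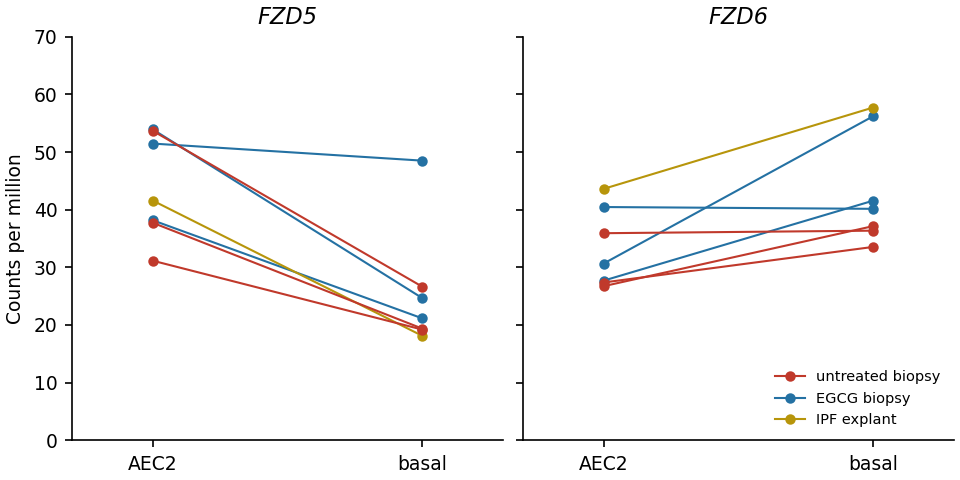
FZD5 and FZD6 in AEC2s and basal cells. Lines join the values of 1 sample.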

Frizzled 5 (Fzd5) is the Frizzled with the highest expression in AEC2s, but Fzd6 is the most expressed Frizzled receptor in BCs. As sFRP2 was recently reported to bind to human endothelial FZD5 receptors and promote noncanonical signaling through a calcineurin/NFAT signaling pathway (25), a similar process may occur in human AEC2s. We therefore tested the role of FZD5 in sFRP2-induced basal gene expression in AEC2s by knocking down *fzd5* via siRNA and culturing on top of Matrigel with sFRP2 (60 ng/ml). The *fzd5* knockdown in AEC2s almost completely blocked the induction of *krt5* mRNA expression by sFRP2, while *fzd6* knockdown did not have a significant effect (Figure 6C). Although not statistically significant, the trend toward reduced *krt5* mRNA after *fzd6* knockdown may reflect the switch in relative levels of FZD5 and FZD6 during differentiation of AEC2s toward BCs (Figure 6B). Knockdown was confirmed in transfected AEC2s, as siRNA against *fzd5* reduced its expression to 0.37 ± 0.14-fold relative to control and siRNA against *fzd6* reduced its expression to 0.46 ± 0.07-fold relative to control.

To further test the role of noncanonical Wnt signaling as the mechanism of sFPR2-induced basal gene expression, we examined the effects of 2 mechanistically distinct inhibitors of the Ca^2+^ activation arm of noncanonical Wnt signaling: KN93, a CaM kinase II inhibitor, and tacrolimus (26). KN93 blocked upregulation of *krt5* mRNA and downregulation of *axin2* mRNA in 2D cultures of AEC2s stimulated with sFRP2 (60 ng/ml) (Figure 6D). Similarly, tacrolimus, a direct inhibitor of calcineurin activity, completely blocked sFRP2-induced *krt5* expression and restored *axin2* levels to those of untreated controls (Figure 6E). Because dephosphorylation of NFAT by calcineurin is the key step that promotes its nuclear accumulation and signaling, we attempted to demonstrate nuclear NFAT in sFRP2-stimulated primary AEC2 cells. However, we found the basal levels of NFATC3 (the major form of NFAT in human AEC2s) to be low, and we were unable to detect nuclear NFAT biochemically. We therefore turned to HEK293 cells, which have higher basal NFATC3 and, importantly, no expression of FZD5. We observed that sFRP2 in 3 independent experiments induced nuclear NFATC3 accumulation and this was completely dependent on prior transfection of the cells with FZD5 cDNA, confirmed by Western blotting (Figure 6F). A schematic summarizing the effect of sFRP2 on AEC2 cell fate through FZD5 signaling and calcineurin-dependent NFAT nuclear accumulation is shown in Figure 6G.

## Discussion

Extensive evidence implicates TGF-β1 signaling as a causative driver of fibrotic processes, including IPF and other fibrotic ILDs. The findings reported here confirm at a transcriptional level our prior finding demonstrating that selective inhibition of fibroblast TGF-β1 signaling by EGCG attenuates profibrotic signaling at a protein level. We find robust evidence for decreased TGF-β1 signaling due to EGCG, based on changes in expression of individual genes known to be linked to TGF-β1 signaling and by gene pathway analyses. The findings also provide insights relevant to the mechanisms underlying fibrotic ILDs. Variable TGF-β1 signaling activity in ILD patient tissues at different disease stages has not previously been reported and suggests that TGF-β1 may have a different effect in patients with mild disease as compared with late- or end-stage disease. This is consistent with evidence that matrix accumulation per se can become a TGF-β1–independent driver of more matrix accumulation, in part perhaps related to activation of YAP/TAZ signaling (27, 28). We cannot distinguish between the possibility that TGF-β1 activation and downstream signaling diminishes with late-stage disease and the possibility that this is mainly relative to matrix-dependent signals and infiltration of inflammatory cells that become more robust as disease progresses. In either case, our data suggest that fibroblast TGF-β1 activity may have an especially important role in the development of early tissue-level changes. Further study will be needed to better understand how TGF-β1 activity and other signaling pathways contribute to distinct phases of IPF pathology. This may well affect the choice and testing of drugs to attenuate disease progression.

A surprising finding in our studies is the suppression of epithelial proinflammatory and stress signaling by selective inhibition of fibroblast TGF-β1 signaling. While IPA identified upregulation of many inflammatory pathways in fibroblasts and epithelial cells from untreated biopsy patients and their inhibition by EGCG, it is important to note that these pathways share some common downstream effector mechanisms, which suggests a network of overlapping feed-forward interactions rather than multiple pathways acting or inhibited in isolation. Nonetheless, the overall outcome of EGCG exposure appears to attenuate the activity of multiple proinflammatory and stress effectors and thereby to promote the maintenance of AEC2 differentiation. This conclusion is independently supported by our finding that EGCG reduced KRIT17 (a basaloid cell marker) and increased SFTPC protein in lysates of 5-day PCLS cultures derived from IPF patient explants (Figure 4). What are the underlying mechanisms? One possibility is that EGCG has unrecognized effects on inflammatory signaling pathways identified here, either as a result of or in addition to its known inhibition of TGF-β1. However, we favor the view that EGCG effects on the epithelium can mainly be explained by its suppressing secreted fibroblast profibrotic mediators that target the epithelium, e.g., TGF-β1 itself, extracellular matrix proteins, and others implicated in the NicheNet analysis (Figure 3, D and E) and by our findings here with sFRP2.

sFRP2 structurally resembles the ectodomain of a Frizzled receptor and was originally identified as a Wnt antagonist (29, 30), presumably by acting as a decoy for Wnt ligand binding. Subsequently, positive effects of sFRP2 on canonical Wnt signaling have been identified (31), and sFRP2 has been found to interact with FZD5 and FZD7 to promote noncanonical Wnt activity (25, 32). Canonical Wnt activity has been repeatedly linked to maintenance of AEC2 fate (33, 34), but is also known to be increased in IPF (35, 36) despite AEC2 loss. sFRP2 expression has previously been linked to TGF-β1 signaling in colonic cancer fibroblasts where inhibition of PKCδ expression by TGF-β1 induced cell-autonomous Sox2 expression and subsequent direct upregulation of sFRP1 and sFRP2 (37). However, in primary normal human lung fibroblasts, TGF-β1 selectively induced sFRP2 and not sFRP1 (Supplemental Figure 4A), suggesting different regulation. It remains to be defined whether SOX2 is also involved in this process. In any case, in the human lung fibroblast system studied here, sFRP2 does not induce canonical Wnt signaling when compared with Wnt3a (Figure 6A), but promotes the noncanonical FZD5 Ca^2+^ signaling pathway (Figure 6).

Our studies of AEC2-fibroblast coculture organoids and PCLSs (Figure 5, F and G) exposed to TGF-β1 without or with sFRP2 shed light on the process of AEC2 cell transdifferentiation to BCs, a prominent feature of human fibrotic lung diseases (38).

We found that TGF-β1 signaling alone promotes a spread, AEC2-derived SFTPC^–^KRT17^+^ basaloid state, perhaps to cover denuded alveolar walls, as recently suggested by studies of AT1 deletion in mice (39). This finding also indicates uncoupling of Krt17 and Krt5 expression, the staged maturation and requirement for additional signaling suggesting a distinct and likely transient function of basaloid cells in alveolar repair. Whether AEC2-derived BCs and persistent basaloid cells become pathological or are themselves capable of resuming an AEC2 or AEC1 state requires further study (7, 40).

There are limitations to this study. The number of patient samples processed and analyzed is small, though the total cells profiled in each group provided substantial statistical power and we were unable to find evidence that variation among individual samples was responsible for our findings. Another limitation is that while we are able to link sFRP2 signaling through FZD5 to calcineurin and nuclear NFAT in a pathway to BC differentiation, we have no evidence for a direct connection between nuclear NFAT and activation of the BC transcriptional state. Thus, we are uncertain how NFAT signaling evolves to activate mature BC reprogramming. Further elucidation of this pathway will require more study. Finally, an additional limitation is the lack of capture of immune cells from the biopsy samples for scRNA-Seq, thereby precluding any assessment of TGF-β1–mediated changes in fibroblast inflammatory markers on the immune system.

In summary, in this manuscript, we confirm the central role of TGF-β1 signaling in ILD, finding elevated levels in patients with mild clinical disease. We confirm inhibition of TGF-β1 signaling by EGCG and found multiple downstream likely beneficial effects, such as reduced profibrotic signaling in fibroblasts and reduction in IPF-associated changes in AEC2s. We identify a fibroblast-dependent pathway required to promote epithelial metaplasia prominent in IPF pathobiology. These results support a potential therapeutic role for EGCG in IPF, which is relevant as there is now an active phase 1/2 trial in IPF patients (ClinicalTrials.gov NCT05195918). Improved treatment in IPF is a pressing clinical need.

## Methods

### Sex as a biological variable

Sex was not considered as a biological variable. Patients of both sexes were enrolled in the study. Since consenting study patients were selected solely based on clinically indicated lung biopsies, the total number of subjects was too small to allow for grouping by sex.

### Human lung tissue

Tissue from normal lungs declined for transplantation and from IPF patients undergoing transplantation were deidentified and donated to research. Patients from the UCSF Interstitial Lung Disease Clinic who were referred for diagnostic surgical lung biopsy were identified and enrolled in a convenience cohort; they took 600 mg of EGCG by mouth once daily for 2 weeks prior to biopsy, and a spare biopsy was obtained at the time of surgical resection. Note that for control biopsy 3, FACS purification of fibroblasts yielded few cells for unclear reasons, so scRNA-Seq on this sample was only performed on epithelial cells.

### Lung tissue processing and FACS

#### Lung digestion, FACS.

A single cell preparation of normal, ILD-explant, or biopsy tissues was made using mechanical disruption and enzymatic digestion (dispase, 15 IU.ml^–1^, and collagenase, 225 U.ml^–1^), as previously described (10). For AEC2 isolation, FACS was performed on digested donor lung tissue for live EPCAM^+^CD11b^–^CD31^–^CD45^–^HT_2_-280^+^ cells (Supplemental Table 7). For samples used in scRNA-Seq, FACS was performed on digested lung tissue for live epithelial (EPCAM^+^CD11b^–^CD45^–^CD31^–^) and mesenchymal (EPCAM^–^CD11b^–^CD45^–^CD31^–^) cells, which were combined 1:1 for processing with the 10x Genomics Chromium platform and sequenced on an Illumina NovaSeq 6000 machine.

### scRNA analysis

Raw sequencing results were processed with the 10x Genomics Cell Ranger pipeline and analyzed with Seurat, version 4, including normalization with SCTransform, version 2, and integration with the FastMNN packages (41–43). All cells from each sample were initially integrated, followed by iterative subsetting. Clustering was performed by increasing the resolution until differences were not biologically meaningful, and then cell annotation was performed using previously described markers (7, 8, 10, 14–17). Corrected gene counts were used for feature and violin plots. Seurat object cell composition was analyzed in samples containing 500 or more cells. Differential gene expression was performed on SCTv2-normalized counts using the Model-based Analysis of Single-cell Transcriptomics (MAST) method (44). IPA (45) was done on differentially expressed genes using log_2_ fold change thresholds of ±0.25 and adjusted *P* values of less than 0.05. Single-cell pathway activity analysis was done using the UCell package (46) with MSigDb gene sets (47). Comparative receptor-ligand signaling analysis was performed with NicheNet (48) using normalized RNA counts.

### In vitro and ex vitro models

#### Cell culture.

MRC5 fibroblasts (catalog CCL-171, ATCC) and adult human mesenchymal cells were cultured in DMEM (catalog 11965092, Thermo Fisher) with 10% fetal bovine serum (catalog SH883IH2540, Fisher Scientific), 1% glutamax (catalog 35050-61, Gibco, Thermo Fisher Scientific), 1% HEPES (catalog 5630-080, Gibco, Thermo Fisher Scientific), and 1% penicillin/streptomycin (catalog 10378016, Gibco, Thermo Fisher Scientific). Cells were used within the first 5 passages of either being received from ATCC for MRC5 cells or being isolated from donor lungs for mesenchymal cells. Where applicable, TGF-β1 (catalog 100-21, Peprotech, 1 and 4 ng/ml), SB431442 (catalog 1614/1, Tocris, 5 mM), a TGF-β1 inhibitor (49), sFRP2 (catalog 6838-FR, R&D Systems, 60 ng/ml), tacrolimus (catalog AAJ6357AMF, Thermo Fisher, 1 μM), Wnt3a (catalog 5036-WN-010, R&D, 100 ng/ml), and KN93 (catalog 422711-1MG, MilliporeSigma, 1 μM) were added to the medium after 24 hours for 48 hours.

#### siRNA.

siRNA probes targeting *sfrp2* in human mesenchymal cells and *Fzd5* and *Fzd6* in AEC2 cells were obtained from Thermo Fisher (Supplemental Table 6). In brief, 20,000 hAEC2s were incubated for 4 hours in Opti-DMEM (catalog 31985062, Fisher Scientific) with 1 pmole of siRNA probes using Lipofectamine RNAiMAX (catalog 13778, Invitrogen). Cells were then plated on growth factor–reduced Matrigel (catalog CB-40230A, Thermo Fisher) cultured in small airway basal medium (SABM) (catalog CC-3118, Lonza) with BPE low protein, insulin, transferrin, retinoic acid, epinephrin, triiodothyronine, and epidermal growth factor as per the SAGM BulletKit (catalog CC-3118, Lonza) supplemented with KGF (catalog 251KG01050, R&D, 100 ng/ml), 5% charcoal-treated FBS (catalog 12676011, Thermo Fisher), and 1% penicillin/streptomycin for 48 hours.

#### Organoid assay.

AEC2s and MRC5 fibroblasts or mesenchymal cells with or without silenced *sfrp2* were cocultured (5,000 AEC2s: 30,000 fibroblasts/mesenchymal cells per well) in modified MTEC medium diluted 1:1 in growth factor–reduced Matrigel (catalog CB-40230A, Thermo Fisher). Modified MTEC culture medium is composed of SABM with insulin, transferrin, bovine pituitary extract, retinoic acid, and EGF as per the SAGM BulletKit and 0.1 μg/ml^−1^ cholera toxin (catalog C8052, MilliporeSigma), 5% charcoal-treated FBS, and 1% penicillin/streptomycin. The cell suspension–Matrigel mixture was placed in a Transwell and incubated with 10 μM ROCK inhibitor (catalog 72252, STEMCELL Technologies) for the first 24 hours. Each experiment was performed in triplicate. Where applicable, sFRP2 (10, 30, or 60 ng/ml) was added to the medium after 24 hours and replenished in every medium change. Organoids were processed for OCT embedding for immunostaining or made into a single cell preparation and positively selected for Epcam for RNA extraction.

#### PCLSs.

Fresh lung tissues were obtained from normal donors and from IPF patients that underwent lung transplantation. PCLSs were prepared as described (12). Lung tissues were inflated with warm 2% low-melting agarose (catalog 16550100, Thermo Fisher) and placed in cold PBS. Solidified tissues were cut into 400 μm thick slices using Compresstome (catalog VF-310-0Z; Precisionary Instrument LLC.) One randomly selected slice per well in a 24-well plate was cultured in serum-free DMEM supplemented with 100 units/mL penicillin and streptomycin under standard cell-culture conditions (37°C, 5% CO_2_, 100% humidity) with Nystatin (catalog N186, Thermo Fisher, 20 U/ml^–1^). Where applicable, TGF-β1 (2 ng/ml) and sFRP2 (60 ng/ml), were added to the medium and replenished in every medium change. At day 5 or 7, all cultured PCLSs were immediately transferred into liquid nitrogen and subsequently stored at −80°C prior to protein extraction.

### Immunofluorescence and in situ hybridization

#### Paraffin embedding.

Diagnosis biopsy samples from patients were fixed in 4% paraformaldehyde (PFA) overnight at 4°C. The lungs were then washed with PBS 4 times for 30 minutes each at 4°C, then dehydrated in a series of ethanol solutions (30%, 50%, 70%, 95%, and 100%). The dehydrated lungs were incubated with xylene for 1 hour, then embedded in paraffin. The lungs were sectioned at 8 μm on a microtome.

#### OCT embedding.

Lungs inflated with 94% OCT/2% PFA/4% PBS and organoids in 3D Matrigel were fixed with 4% PFA for 1 hour, washed with PBS 3 times, and embedded in OCT after 30% and 15% sucrose gradient washing. Sections (8 μm) were cut on a cryostat.

#### Immunofluorescent staining.

OCT-embedded slides were fixed in 4% PFA for 10 minutes, then washed with PBS. Antigen retrieval (catalog DV2004MX, Biocare) was performed for 20 minutes at 95°C or at 155°C and the slides were then washed in distilled water. Slides were washed with PBS, blocked/permeabilized (5% horse serum, 0.5% BSA, 0.1% Triton X-100) for 1 hour, and then incubated with primary antibodies overnight at 4°C (Supplemental Table 7). Slides were washed with PBS and then incubated with secondary antibodies for 1 hour (Supplemental Table 7). Prior to mounting, DAPI was added for 5 minutes, and slides were mounted with ProLong Gold (Thermo Fisher Scientific). Images were captured using ZEN, version 3.1, software (Zeiss). Where indicated, multiple images at ×20 were captured using the MosaiX function and stitched together using the Tile Stitch function in ZEN.

#### In situ hybridization.

Sections of 7 μm were made from formalin-fixed, paraffin-embedded tissue blocks and used for RNAscope Fluorescent Multiplex Assay, version 2 (catalog 323110, ACDBio) according to manufacturer protocol. Briefly, protease treatment was performed, followed by hybridization of probes against SFTPC (catalog 452561, ACDBio), COL1A2 (catalog 432721, ACDBio), KRT17 (catalog 463661 ACDBio), and SFRP2 (catalog 476341, ACDBio) mRNAs (Supplemental Table 6).

### Gene expression analysis

#### Single-cell preparation from organoids and AEC2-2D.

The cell-Matrigel mixture in the Transwell was washed with PBS and incubated in 15 U.ml^–1^ dispase for 30–45 minutes at 37°C with intermittent resuspension. The mixture was removed from the Transwell and resuspended in TrypLE (catalog 12563011, Thermo Fisher). Cells were shaken at 37°C for up to 20 minutes, with pipetting up and down 10 times every 5 minutes, checked for single cells, and stained with biotin anti-CD326 (catalog 324216, BioLegend) for 30 minutes at 4°C. Streptavidin beads (catalog 17663, STEMCELL Technologies) were added to isolate the epithelial cells, and the rest of the cells were mesenchymal cells. AEC-2D cells were washed twice with PBS. Dispase (15 U/ml) was added, and plate was incubated for 35 minutes with shaking at 37°C. Dispase was carefully collected from the wells without disturbing the Matrigel. Wells were washed twice with PBS to ensure recovery of all cells.

#### RNA extraction.

RNA was extracted using the ReliaPrep RNA Cell Miniprep System (catalog Z6011, Promega) per the manufacturer’s instructions.

#### qPCR.

Reverse transcription was performed with iScript RT Supermix (catalog 1708841 Bio-Rad), and qPCR was performed using SsoAdvanced Universal SYBR Green Supermix (catalog 1725271, Bio-Rad). Relative expression was calculated with the ΔΔ method. A list of primers is provided in Supplemental Table 5.

### Protein expression

Pulverized PCLS tissues were lysed in RIPA buffer and analyzed by immunoblotting as previously described (12). Densitometry was quantified using ImageJ software (NIH). A list of antibodies is provided in Supplemental Table 7.

### 293 Cell culture and transfection

293 Cells (catalog CRL1573, ATCC) were cultured in DMEM supplemented with penicillin/streptomycin and 10% FBS. All the cell lines in the laboratory are periodically tested for mycoplasma contamination. Only the mycoplasma-free cells are used for experiments. For transfection, 293 cells with 80% confluency were cotransfected with FZD plasmid (GenScript) using TurboFect Transfection Reagent (catalog R0531, Thermo Fisher) and cultured in DMEM complete medium for 24–48 hours. Cells were washed with PBS 3 times and replaced with serum-free medium with or without SFRP2 (30 ng/ml) for 1 hour at 37°C before lysis for nuclei isolation.

### Isolation of nuclei

293 Cells transfected with FZD5 were lysed in ice-cold NP40 lysis buffer (5 mM Tris, pH 8.0, 15 mM NaCl, and 0.1% NP40) supplemented with protease/phosphatase inhibitors and 1 mm phenylmethylsulfonyl fluoride. After 5 minutes incubation with lysis buffer, cells were scraped off and centrifuged at 500 *g* for 5 minutes at 4°C. Supernatant was saved as cytosol control. Nuclei pellet was washed with lysis buffer once before solubilizing in RIPA buffer. Clarified nuclei supernatant along with cytosol control were blotted for NFAT3 (catalog sc8405, Santa Cruz Biotechnology Inc.), FZD5 (catalog MA5-17080, Thermo Fisher), GAPDH (catalog sc-47724, Santa Cruz Biotechnology Inc.), or NUP62 (catalog 13916-AP, Thermo Fisher).

### Image quantification

Sections were imaged for quantification on a Zeiss AxioImager.M1 microscope. Cell counts for stained organoids were performed manually. Approximatively 1,000 cells per condition were counted. The results were averaged between specimens, and SD values were calculated per condition. For RNAscope images, nuclei (DAPI) were used to locate and identify individual cells. To avoid overlapping nuclei, area, circularity, and intensity range were restricted (28.639 to approximately 154.142 μm^2^; 0.644 to approximately 0.883; gray level 41.00 to approximately 1907.00, respectively). Signals (SFTPC, GFP; sFRP2, RFP) that overlapped with nuclei were counted as positive. Coordinates of positive cells were then measured by center of nuclei to *x* axis and *y* axis. Direct distance of sFRP2^+^ cells (#1) to SFTPC^+^ cells (#2) was calculated as follows: √(*X_2_* – *X_1_*)^2^ + (*Y_2_* – *Y_1_*)^2^. For quantification in biopsies, the level of expression of sFRP2 was measured as the highest value in the largest area in the look-up table (LUT).

### Statistics

Statistical analysis of scRNA-Seq gene expression was performed in Seurat with MAST. Overlapping gene lists were compared with those in Nematode Bioinformatics (nemates.org) with a base value of 30,000 genes in the genome. Cell-composition analysis was done using Excel, version 200302, with a 2-tailed *t* test. Statistical analyses for cell count and gene and protein expression were performed using GraphPad Prism. One-way ANOVA and unpaired and paired 2-tailed *t* tests were used to determine *P* values, and the data in graphs are presented as mean ± SD. Unpaired *t* test was used to compare 2 treatment groups. The Kruskal-Wallis test or Dunnett’s multiple-comparisons test was used for multiple comparisons. For normally distributed data, ordinary 1-way ANOVA followed by Tukey’s multiple-comparisons test was performed.

### Study approval

The study protocol for enrollment of ILD patients prior to biopsy into EGCG-treated versus control cohorts was reviewed and approved by the UCSF Institutional Review Board and prospectively entered at ClinicalTrials.gov (NCT03928847). Tissue from normal lungs declined for transplantation and from IPF patients undergoing transplantation were deidentified and donated to research through institutional protocols approved by the UCSF Institutional Review Board. All patients provided written, informed consent.

### Data availability

RNA-Seq data reported in this paper have been deposited in the NCBI’s Gene Expression Omnibus (GEO GSE239664). Previously published scRNA-Seq data that were included in the analysis included GEO GSE135893 and GSE132771. Publicly available R packages were used for all computational analyses. No custom codes were developed. Representative code is available on request. Values for all data points in graphs are reported in the Supporting Data Values file. All raw data used for quantification and statistical analysis are available in a single GraphPad Prism file that is available upon request.

## Author contributions

MLC, YW, HAC, and CJLS conceived the study. ANB, TCH, YW, KG, MLC, and CJLS performed the experiments. MLC analyzed scRNA transcriptome data. ANB, HAC, TCH, and CJLS analyzed cell biology data. YW analyzed biochemical data. MLC, GM, DL, JAG, YW, and HAC recruited ILD patients, and BNT and DMJ performed surgical lung biopsies. MAM, KDJ, and PJW provided human lung samples. DL and YW coordinated surgical lung tissue collection. VWD recruited donors. MLC, HAC, and CJLS wrote the manuscript. All authors read and reviewed the manuscript. MLC and ANB were designated co–first authors based on their relative overall contributions to performing and analyzing the bioinformatic and cell biology aspects of the study, respectively. MLC was listed first for his input to the conception of the study.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental table 2

Supplemental table 3

Supporting data values

## Figures and Tables

**Figure 1:**
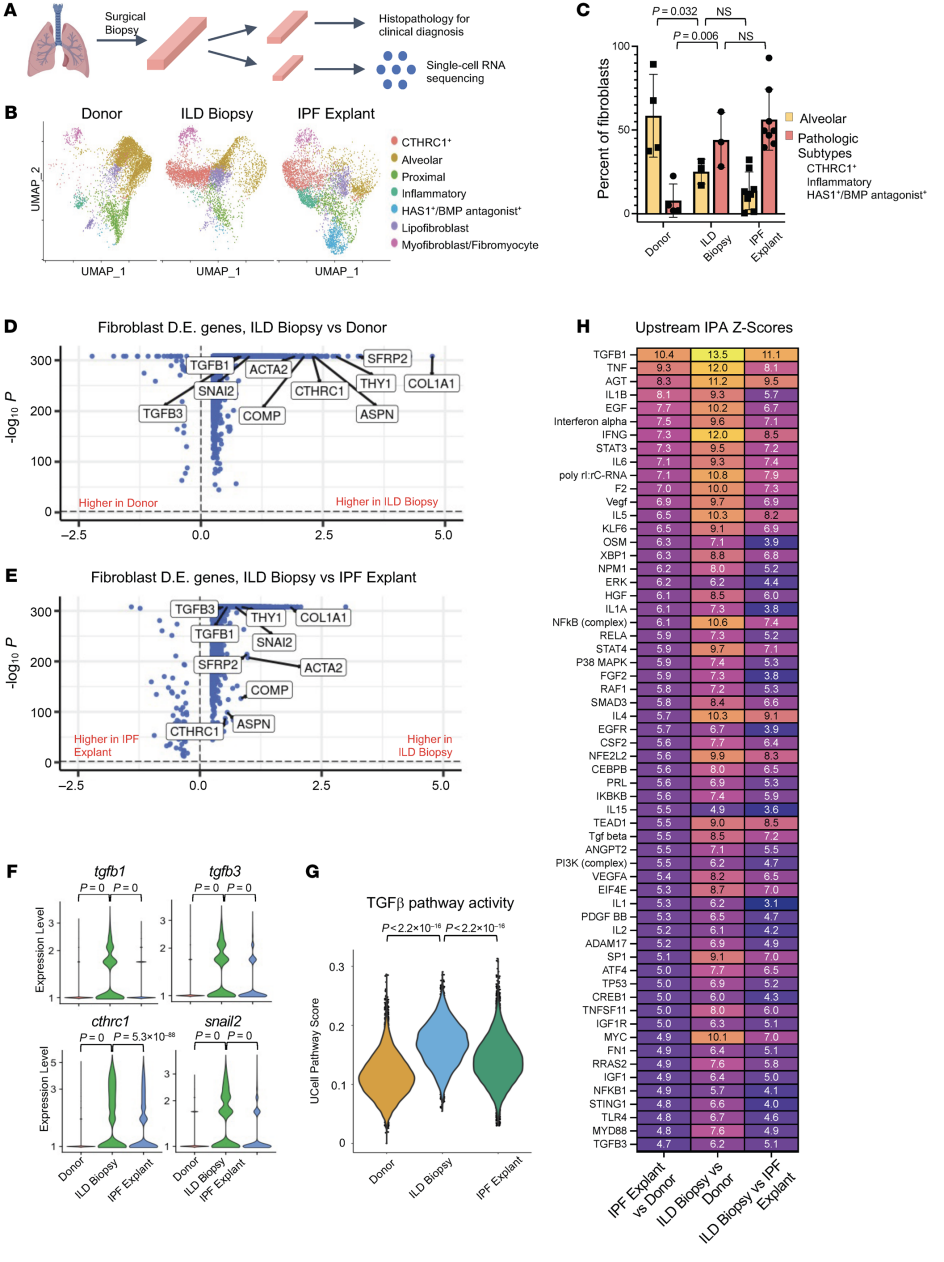
Fibroblasts from ILD biopsies have higher TGF-β signaling than fibroblasts from ILD explants. (**A**) Schematic of processing diagnostic lung biopsies of ILD patients. (**B**) Dimensional reduction plot of fibroblasts from donor (13,856 cells, *n* = 13), ILD biopsy (7,724 cells, *n* = 3), and IPF explant (21,192 cells, *n* = 26) samples. (**C**) Fibroblast subtype composition by sample type. (**D** and **E**) Volcano plots of differentially expressed (D.E.) genes in all fibroblasts from ILD biopsy samples versus donor samples and ILD biopsy samples versus IPF explant samples, with selected TGF-β pathway–related genes labeled. (**F**) Violin plot of selected TGF-β1–related genes in all fibroblasts. (**G**) Single-cell activity of hallmark TGF-β pathway in all fibroblasts. (**H**) Heatmap of *z* scores from pairwise upstream IPA of differentially expressed genes from all fibroblasts. Statistical significance was determined by 2-tailed *t* test (**C**, **F**, and **G**) and MAST with adjustment for multiple comparisons (**D** and **E**).

**Figure 2:**
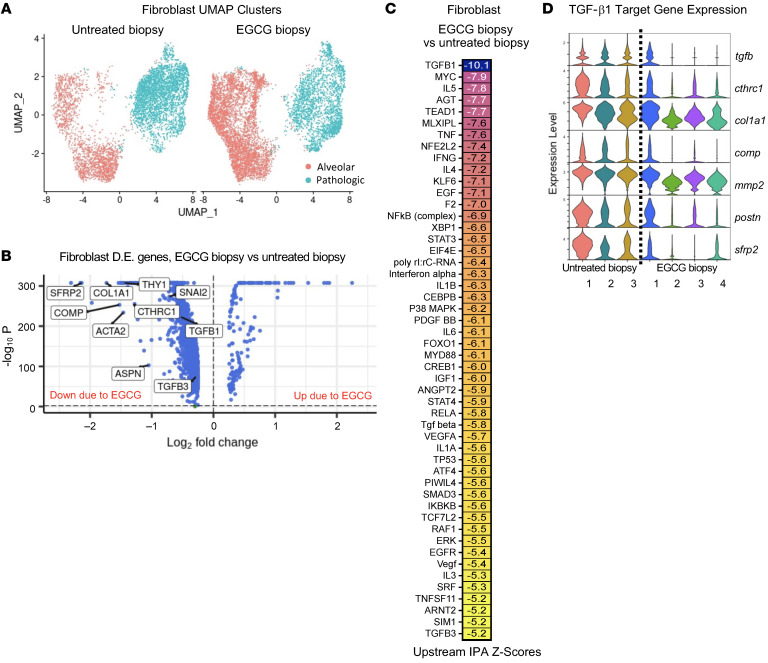
EGCG inhibits TGF-β1 pathway activity in fibroblasts from ILD biopsies and identifies sFRP2 as a downstream target gene. (**A**) Dimensional reduction plot of subsetted and reclustered alveolar (red) and pathologic (blue) (CTHRC1^+^, inflammatory, and HAS1^+^/BMP antagonist^+^) fibroblast subtypes from untreated biopsy (5,225 cells, *n* = 3) and EGCG biopsy (6,773 cells, *n* = 4) samples. (**B**) Volcano plot of differentially expressed genes in alveolar and pathologic fibroblast subtypes from EGCG biopsy versus untreated biopsy samples, with selected TGF-β pathway genes labeled, including sFRP2. (**C**) Heatmap of *z* scores from IPA upstream pathway analysis of differentially expressed genes in alveolar and pathologic fibroblast subtypes from EGCG biopsy versus untreated biopsy samples. (**D**) Violin plots of selected TGF-β pathway genes split by individual biopsy sample.

**Figure 3:**
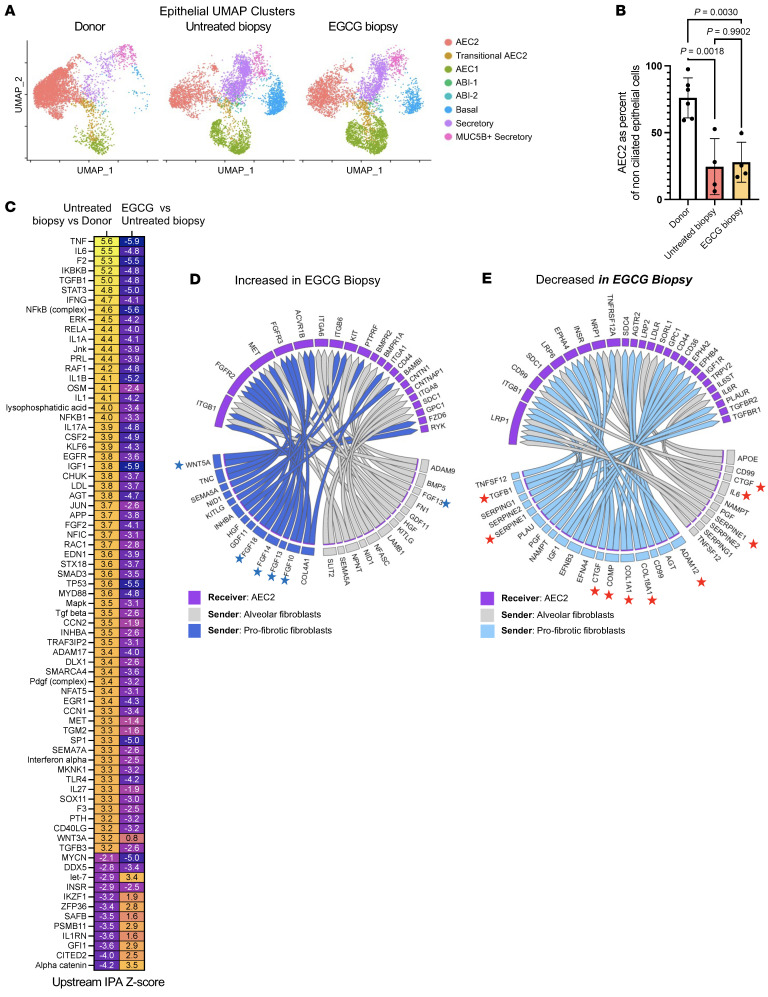
EGCG inhibits IPF-associated changes in biopsy AEC2s. (**A**) Dimensional reduction plot of nonciliated epithelial subtypes from donors (10,127 cells, *n* = 14), untreated biopsy (10,336 cells, *n* = 4), and EGCG biopsy samples (11,585 cells, *n* = 4). (**B**) AEC2s as percentages of nonciliated epithelium. (**C**) Heatmap of selected top up- and downregulated upstream IPA pathways from untreated biopsy versus donor and EGCG biopsy versus untreated biopsy comparisons in AEC2s. (**D** and **E**) NicheNet prediction of differential receptor-ligand signaling from fibroblasts to AEC2s as a result of EGCG. Blue stars highlight AEC2 trophic factors increased in EGCG biopsy samples, and red stars highlight profibrotic pathways decreased in EGCG biopsy samples. Statistical significance was determined by Šídák’s multiple-comparisons test (**B**).

**Figure 4:**
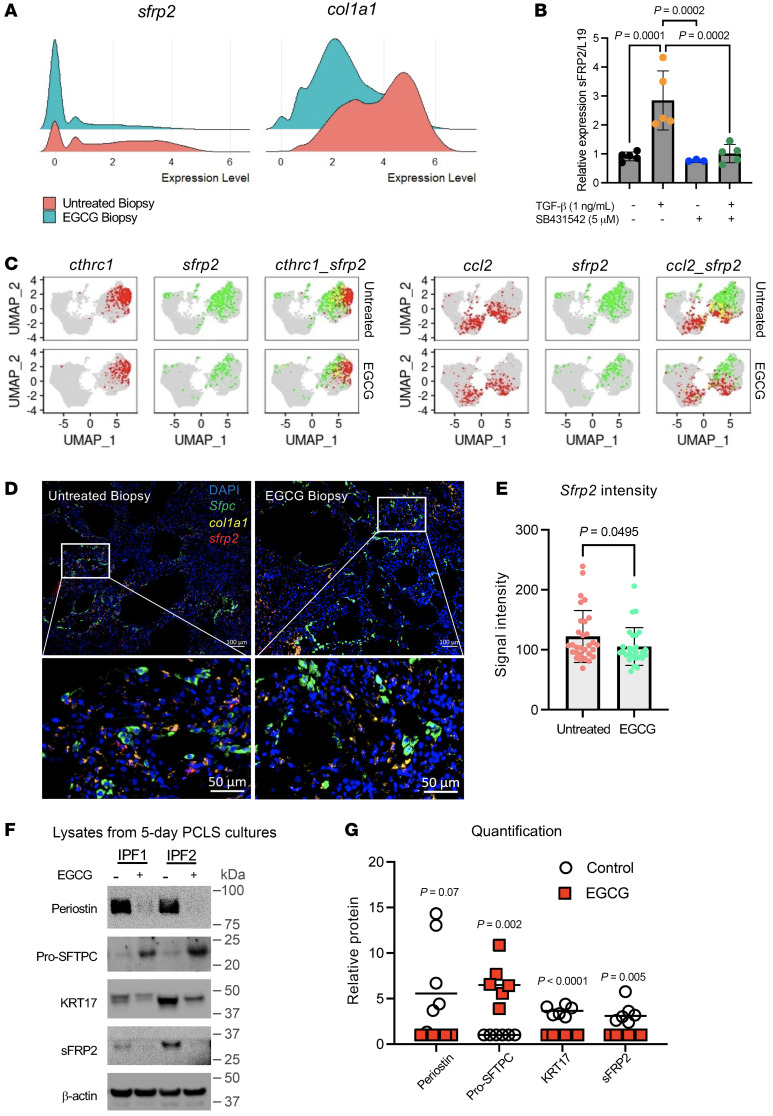
Impact of EGCG on distribution of sFRP2 expression in fibroblast subpopulations, biopsy tissues, and PCLS cultures. (**A**) Ridge plot of *sfrp2* and *col1a1* gene expression in alveolar and pathologic fibroblast subtypes from untreated and EGCG biopsy samples. (**B**) Relative expression of *sfrp2* mRNA in human fibroblasts treated with TGF-β1 (1 ng/ml) and/or TGF-β inhibitor SB4331542 (5 μM) for 48 hours (*n* = 5). (**C**) Feature plots of *sfrp2* gene expression (green) in various fibroblast subsets characterized by *cthrc1* or *ccl2* gene expression (red). Cells expressing both *sfrp2* and *cthrc1* or *ccl2* are indicated in yellow. Additional fibroblast markers are shown in Supplemental Figure 4B. (**D** and **E**) RNA in situ hybridization was performed for *col1a1* (yellow) and *sfrp2* (red) genes in untreated and EGCG biopsies (**D**). The signal intensity of *sfrp2* was quantified for each image (**E**). Representative images of *n* = 5 samples per group, 4–6 images per sample. Original magnification, ×100 (top images). Bottom images represent a region of interest as indicated by white rectangle. (**F** and **G**) PCLSs from IPF lung donors cultured for 7 days with EGCG (1 μM) and analyzed by Western blot. Additional samples are shown in Supplemental Figure 5C. (**G**) Graphical representation of the level of expression of selected proteins for all samples (see Supplemental Figure 5C). *n* = 6. Statistical significance was determined by the Kruskal-Wallis test (**B**) and 2-tailed *t* test (**E** and **G**).

**Figure 5:**
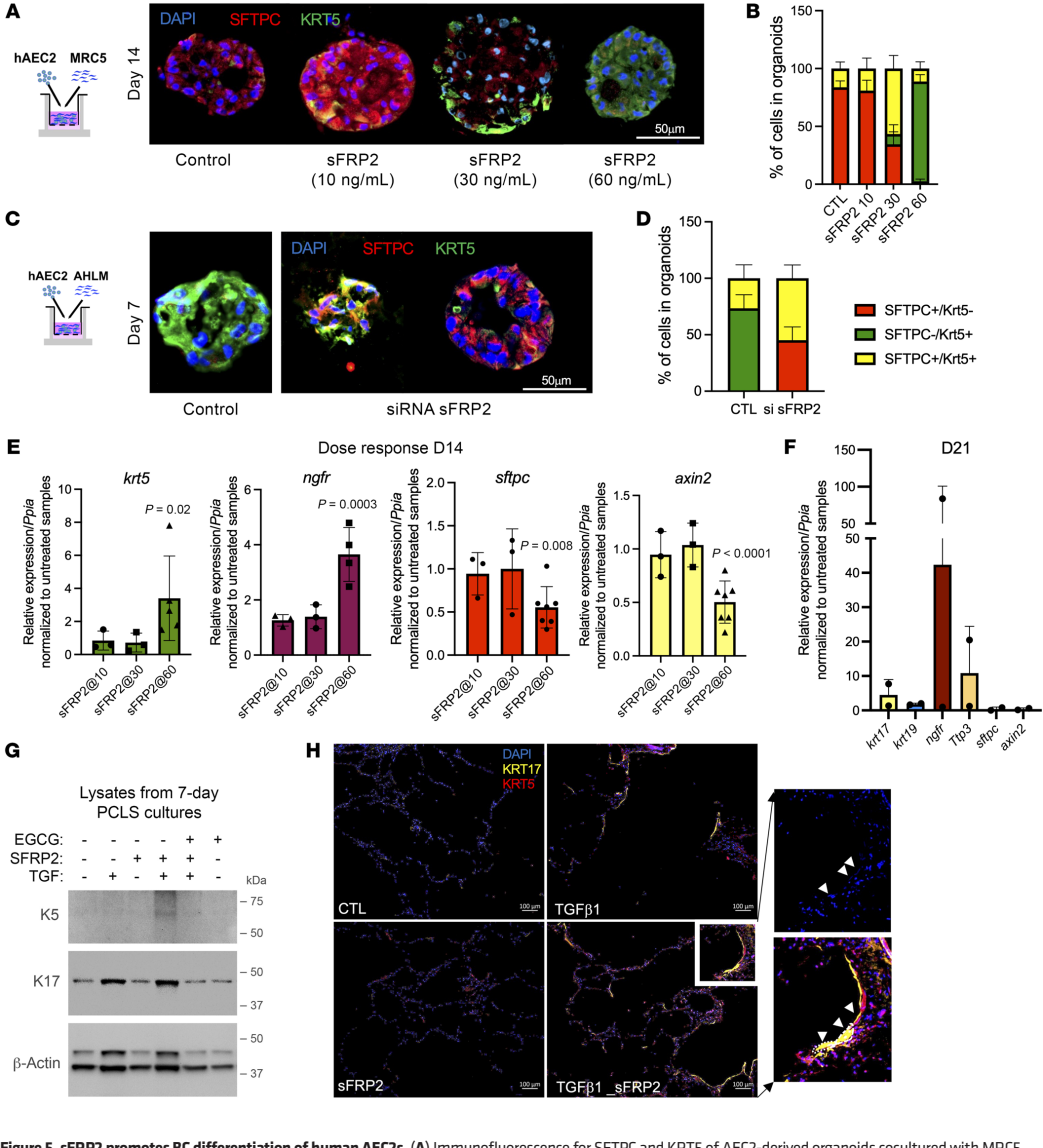
sFRP2 promotes BC differentiation of human AEC2s. (**A**) Immunofluorescence for SFTPC and KRT5 of AEC2-derived organoids cocultured with MRC5 cells treated with sFRP2 for 14 days. Representative of *n* = 5 biological replicates. The experiment was performed in 3 technical triplicates, and data from 3 technical replicates are counted as 1 biological replicate. Original magnification, ×200. (**B**) Percentages of SFTPC^+^KRT5^–^, SFTPC^+^KRT5^+^, and SFTPC^–^KRT5^+^ cells in day-14 AEC2s plus MRC5 organoids treated with sFRP2. (**C**) Immunofluorescence of AEC2-derived organoids cocultured with AHLM after sFRP2 silencing. Original magnification, ×200. (**D**) Percentages of SFTPC^+^KRT5^–^, SFTPC^+^KRT5^+^, and SFTPC^–^KRT5^+^ cells in day-7 AEC2s plus AHLM^sfrp2neg^ organoids. Data are presented as means of *n* = 4 biological replicates. (**E**) Levels of expression of *krt5*, *ngfr*, *sftpc*, and *axin2* mRNA in EPCAM^+^ cells isolated from day-14 AEC2s plus MRC5 organoids treated with sFRP2. *n* = 3 biological replicates for sFFRP2 (10 and 30 ng/ml) and *n* = 4–7 biological replicates for sFRP2 (60 ng/ml). (**F**) Expression of genes characteristic for BCs in EPCAM^+^ cells isolated from day-21 AEC2s plus MRC5 organoids treated with sFRP2 (60 ng/ml). *n* = 2 biological replicates. (**G** and **H**) PCLSs from nondiseased donors were cultured and treated with or without TGF-β1 (2 ng/ml), with or without sFRP2 (60 ng/ml), and with or without EGCG (1 μM) for 7 days. (**G**) Lysates were blotted for KRT5 and KRT17. *n* = 3 biological replicates. (**H**) Immunofluorescence of KRT5 and KRT17. Representative of *n* = 3 independent experiments. Original magnification, ×100. Region of interest is presented as an insert (white rectangle) to show elongation of nuclei (DAPI) and cell morphology, outlined as a dotted line in insert as indicated by white arrowheads. Statistical significance was determined by mixed-effects analysis followed by Tukey’s multiple-comparisons test (**B** and **D**), Dunnett’s multiple comparisons test (**E**), and 2-tailed *t* test (**F**). *P* values are reported in Supplemental Table 4 for **B** and **D**.

**Figure 6:**
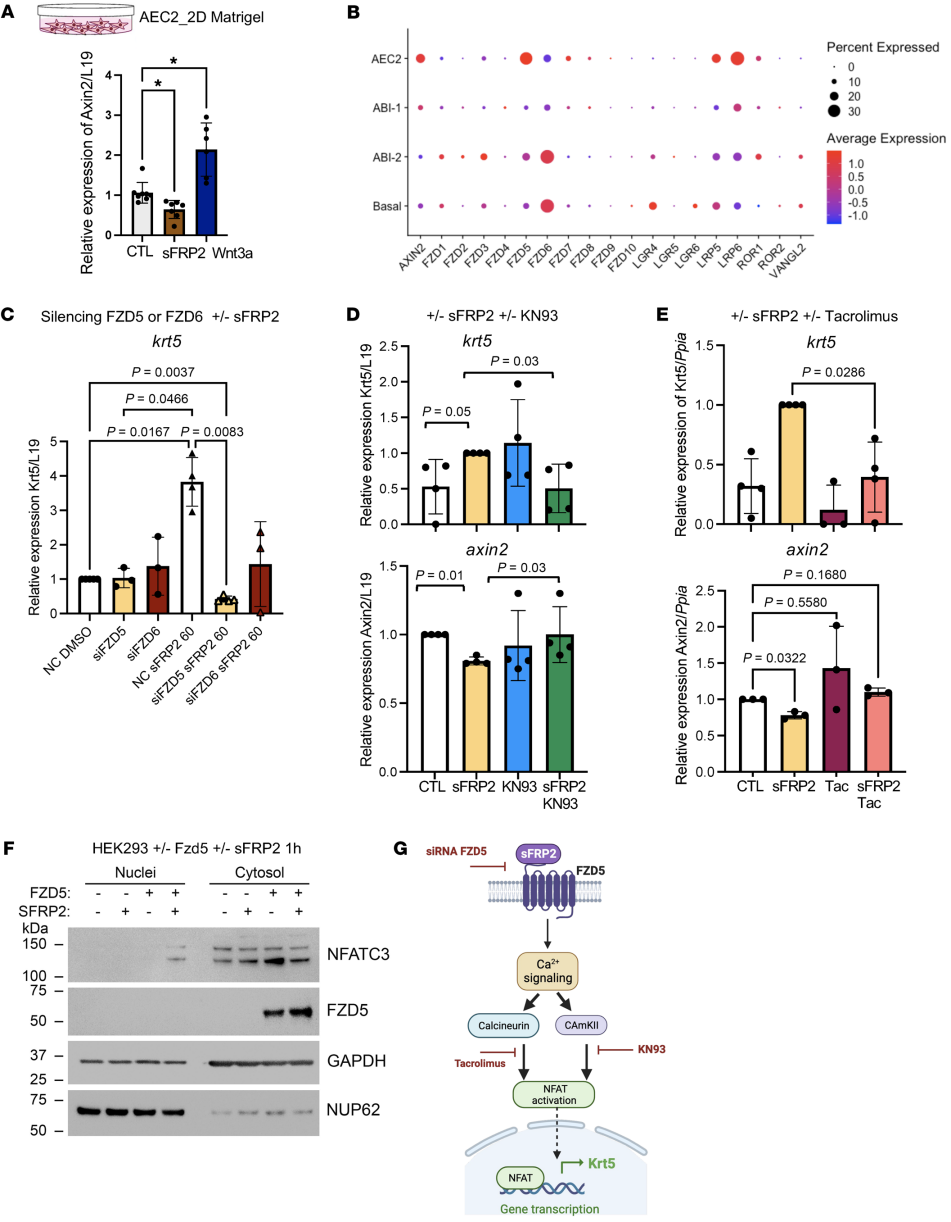
sFRP2 acts on AEC2s through the Fzd5 receptor to promote noncanonical Wnt signaling. (**A**) *axin2* gene expression in AEC2s cultured for 48 hours with sFRP2 (60 ng/ml) or Wnt3a (100 ng/ml). *n* = 4–6 biological replicates. *P < 0.05 (**B**) Dot plot of Frizzled receptors and related coreceptors from selected epithelial cells from donor, control biopsy, and ILD explant samples. (**C**) *krt5* mRNA levels expressed in AEC2s were measured after silencing the expression of *fzd5* or *fzd6*. The silenced *fzd5* and silenced *fzd6* AEC2 cells were subsequently treated with 60 ng/ml of sFRP2 for 48 hours. *n* = 3 independent biological replicates. (**D**) Levels of expression of *krt5* and *axin2* mRNA were measured in AEC2 cells treated with CaMKII inhibitor KN93 (1 μg/ml^–1^) with or without sFRP2 (60 ng/ml) for 48 hours. (**E**) Levels of expression of *krt5* and *axin2* mRNA were measured in AEC2 cells treated with tacrolimus (1 μM) with or without sFRP2 (60 ng/ml) for 48 hours. (**F**) Western blot indicating the presence of NFATC3 in nuclei extract from HEK293 cells transfected with FZD5 plasmid followed by treatment with sFRP2 (30 ng/ml) for 1 hour. *n* = 3 biological replicates. (**G**) Schematic of the sFRP2-FZD5 signaling pathway promoting the expression of KRT5 in AECs. Created with BioRender. Statistical significance was determined by Kruskal-Wallis (**A**), Tukey’s test (**C**), or Dunnett’s test (*axin2* in **E**) and Mann–Whitney *t* test (**D**, *krt5* in **E**).

# Supplementary material for: A fibroblast-dependent TGF-β1/sFRP2 noncanonical Wnt signaling axis promotes epithelial metaplasia in idiopathic pulmonary fibrosis
**Source:** J Clin Invest. 2024 Jul 9;134(18):e174598. doi: 10.1172/JCI174598

Full unedited gel Fig 4F  
Anti-Periostin Antibody  
Anti-Pro-Spc Antibody  
Anti-K17 Antibody  
Anti-sFRP2 Antibody  
Anti-bActin Antibody

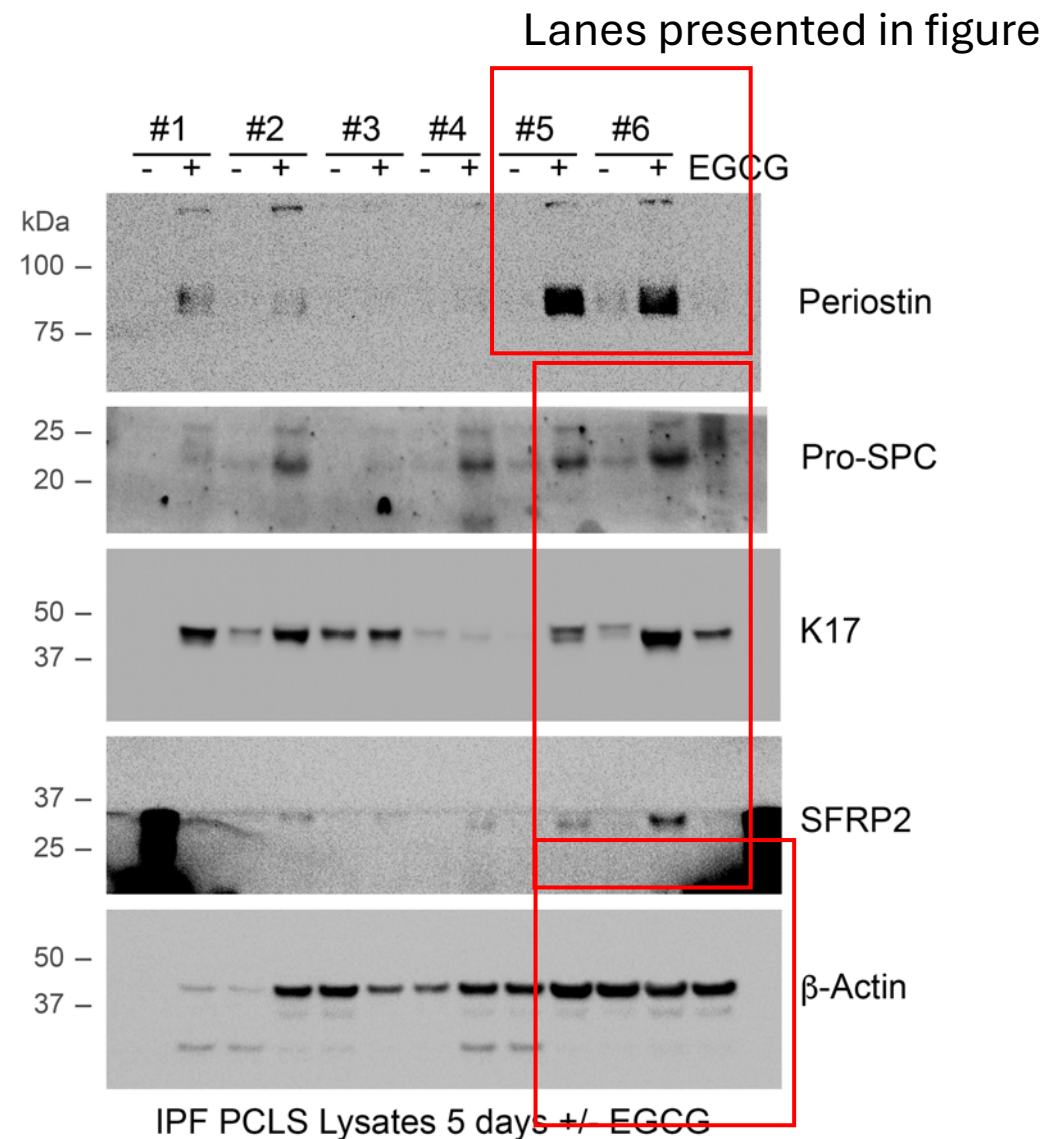

Full unedited gel for Supplem Fig 5C

Anti-Periostin Antibody

Anti-Pro-Spc Antibody

Anti-K17 Antibody

Anti-sFRP2 Antibody

Anti-bActin Antibody

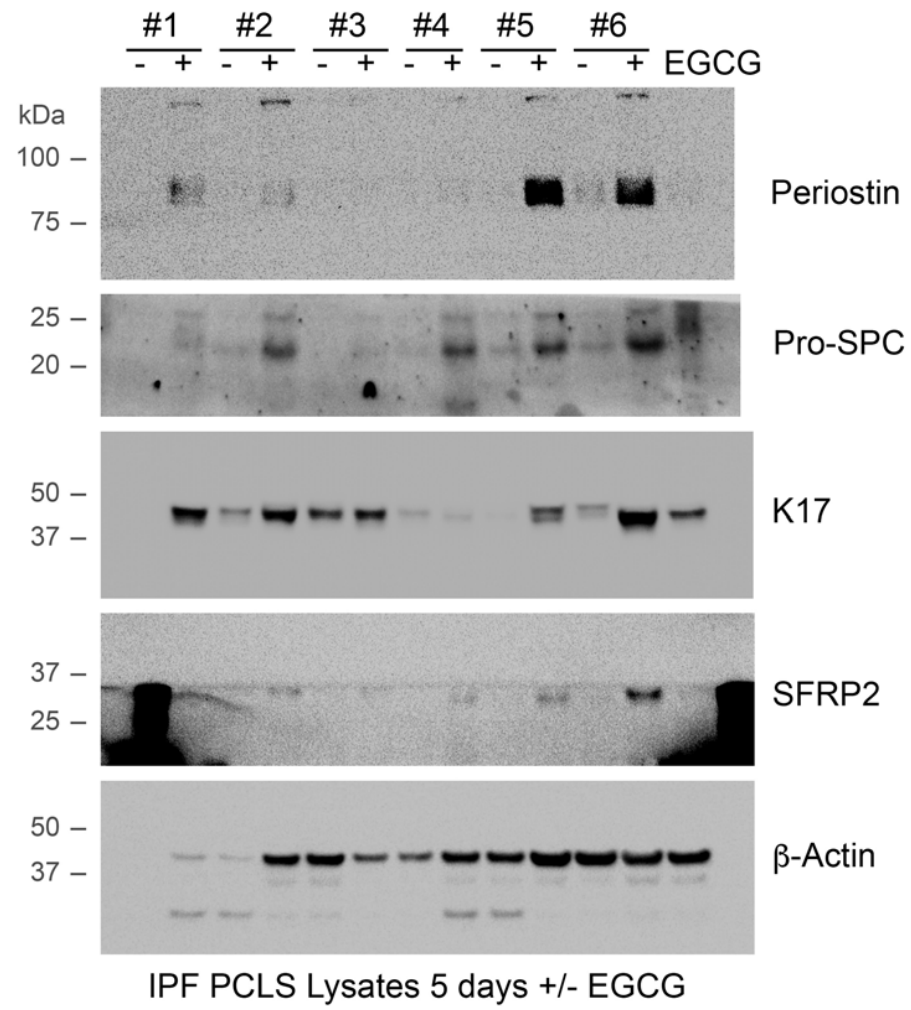

Full unedited gel for Fig 5G  
Anti-Keratin 5 antibody  
Anti-Keratin 17 antibody  
Anti-bActin antibody

Lanes presented in figure

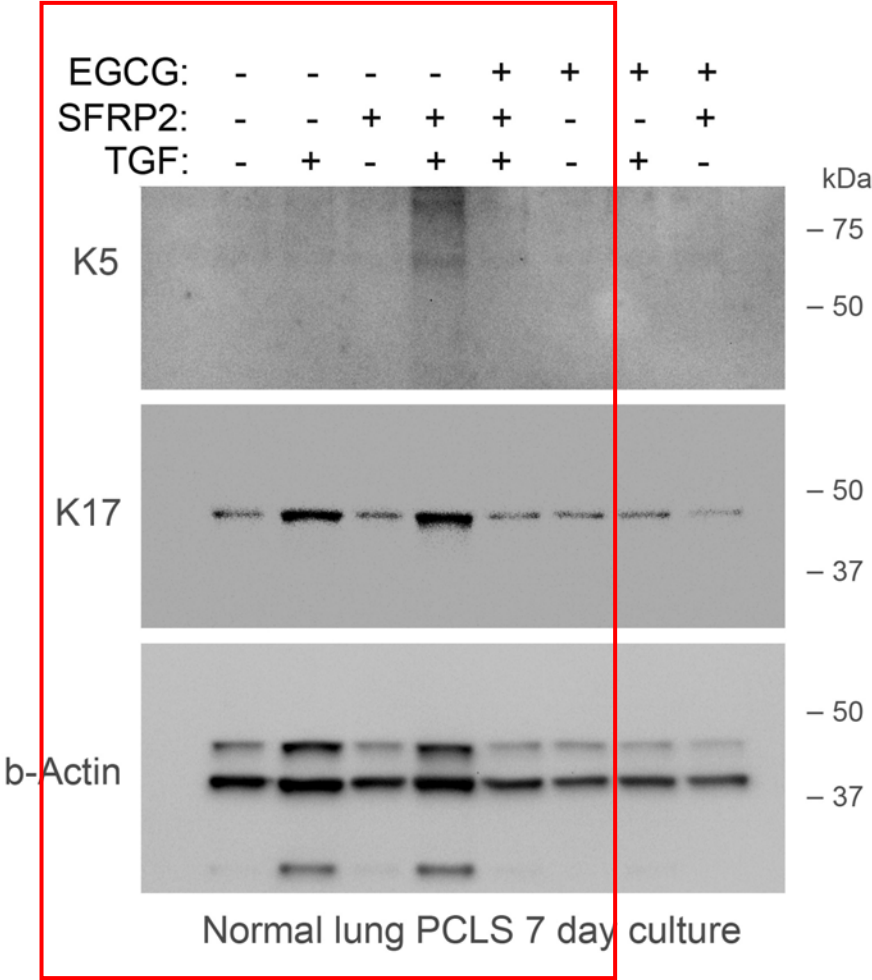

Full unedited gel for Supplem Fig 6A

Anti-Keratin 5 antibody

Anti-Keratin 17 antibody

Anti-bActin antibody

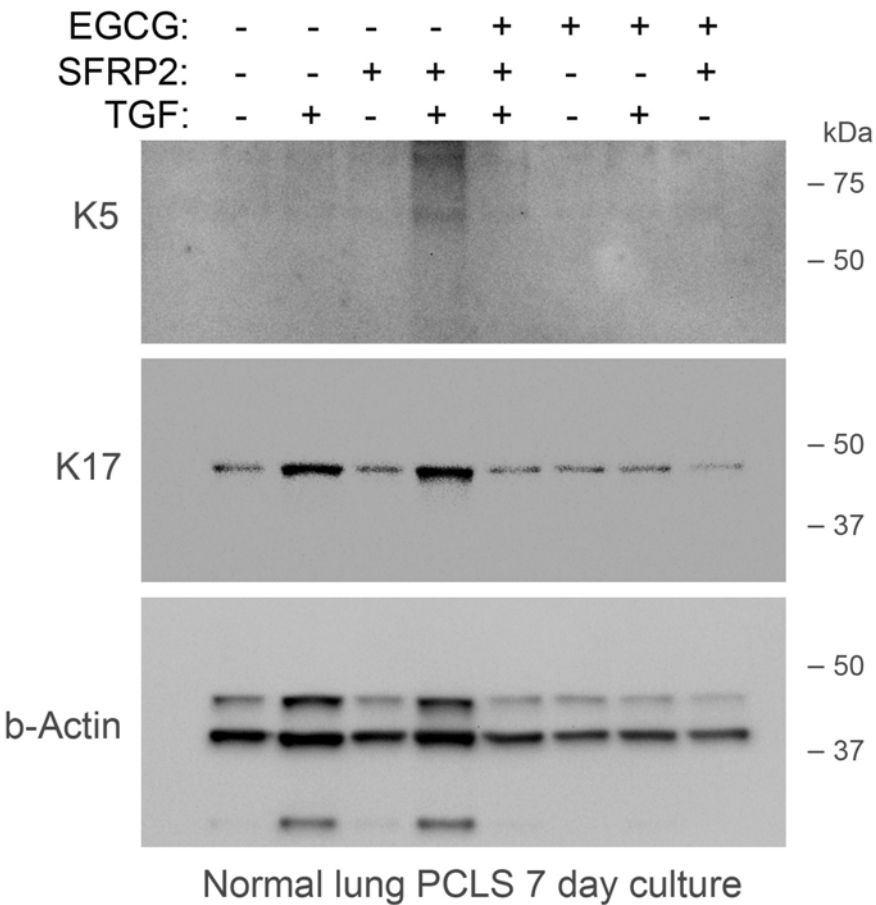

Full unedited gel for Fig 6F  
Anti-NFATC3 antibody  
Anti-FZD5 antibody  
Anti-GAPDH antibody  
Anti-NUP62

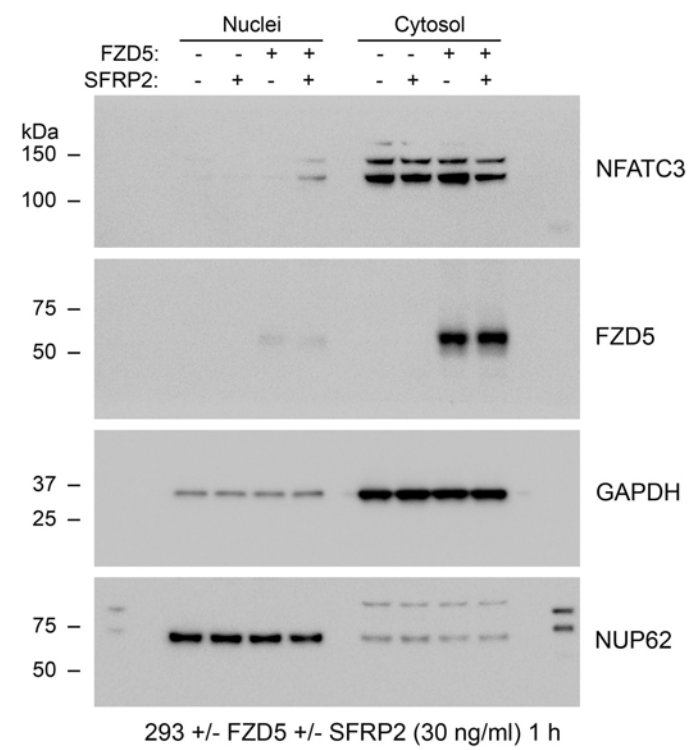

Blot#1

Blot presented in Fig 5F

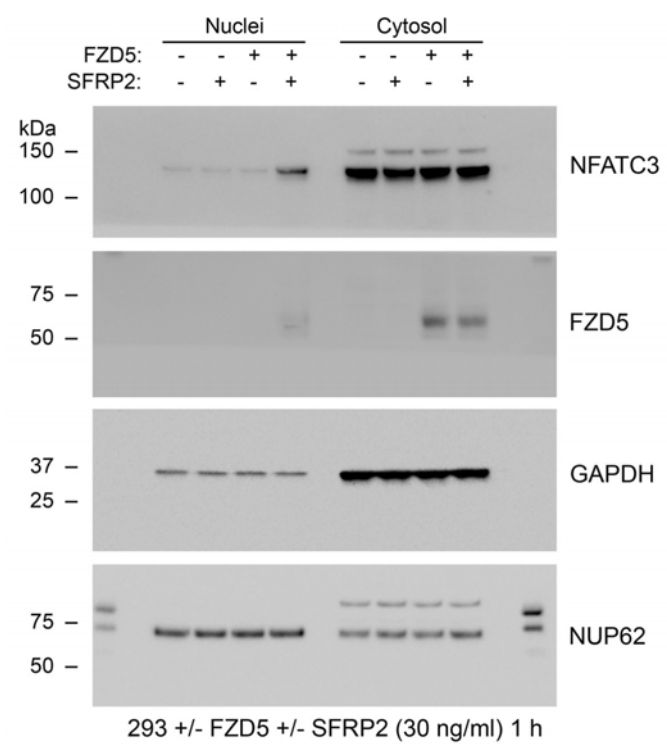

Blot#2

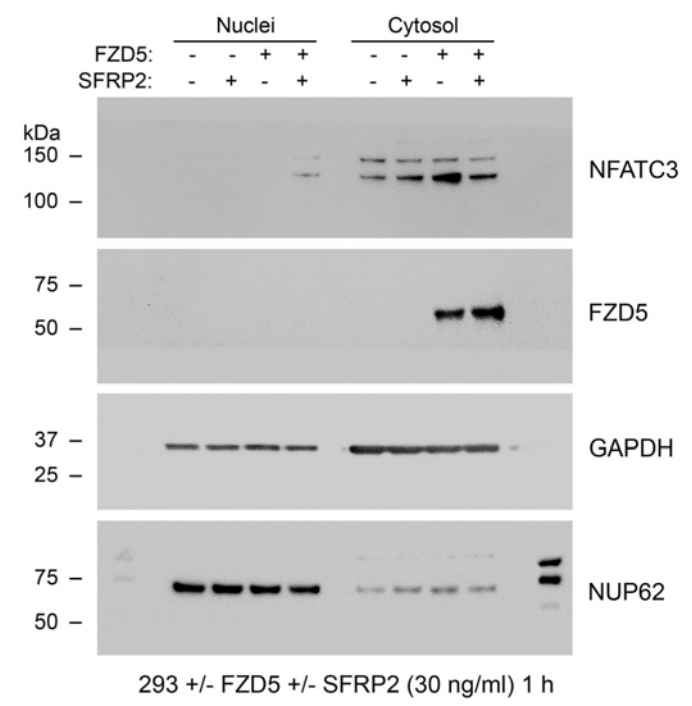

Blot#3

Full unedited gel for Supplem Fig 1B

Anti-Fibronectin antibody

Anti-Collagen I antibody

Anti-Snail antibody

Anti-bActin antibody

Anti-pSmad3 antibody

Anti-Smad3 antibody

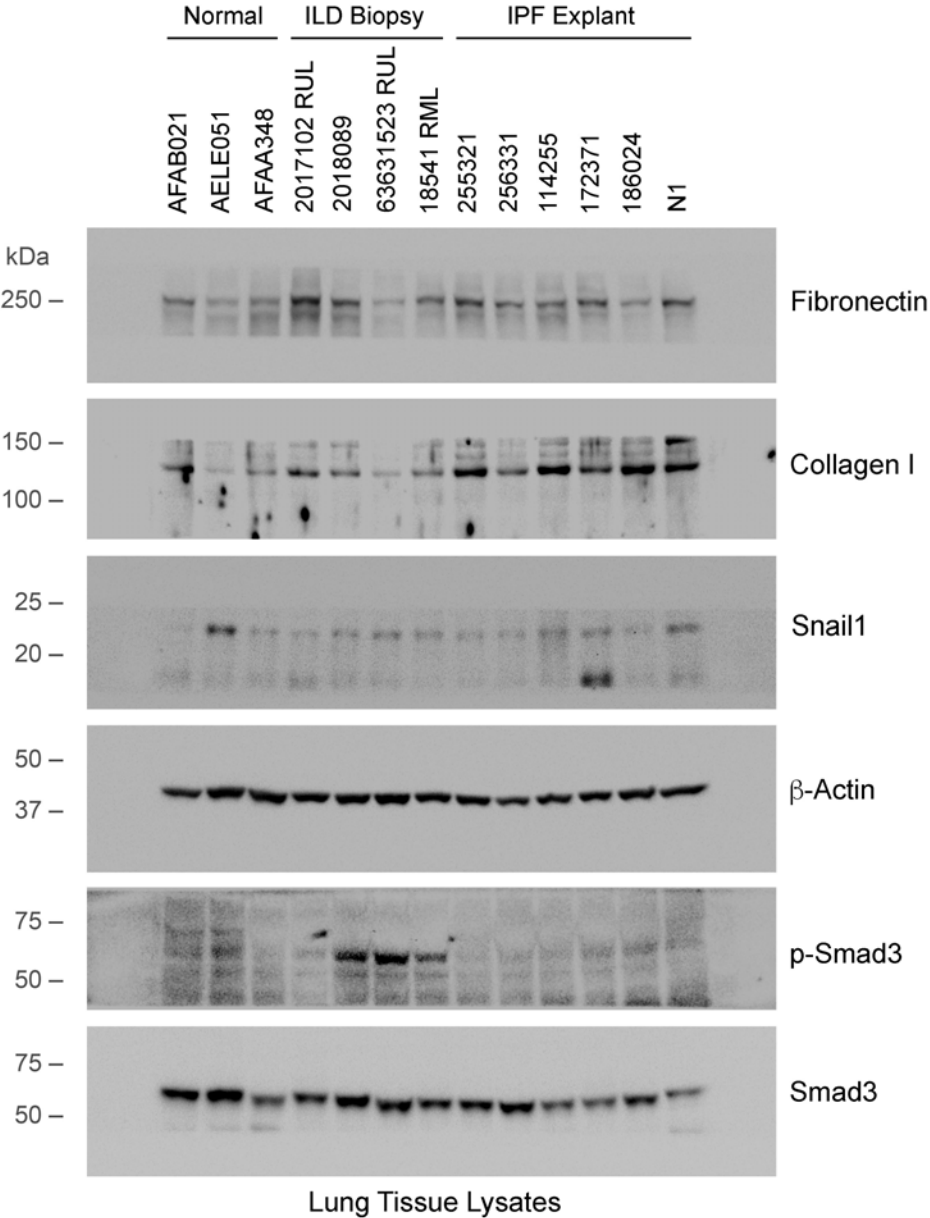

Full unedited gel for Supplem Fig 1D  
pan-phosphotyrosine antibody

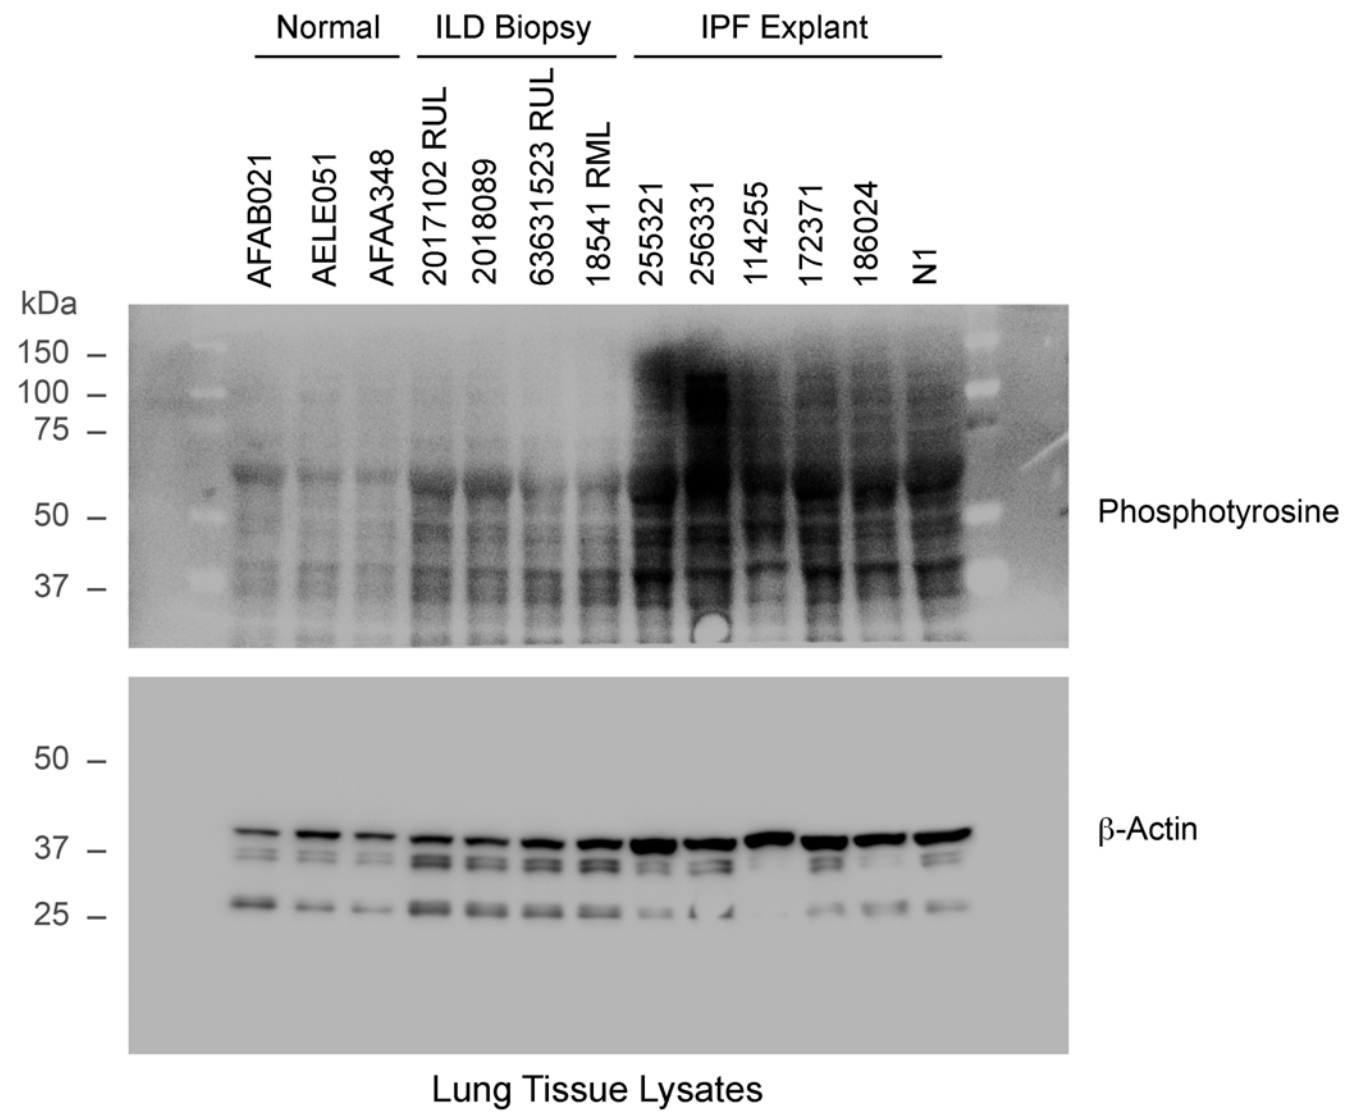

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

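Single-cell RNA sequencing was available for 10 samples, namely 4 untreated biopsies, 4 EGCG biopsies, 1 donor lung and 1 IPF explant. The deposited files hold UMI counts per gene and cell barcode that the authors had made with Cell Ranger on GRCh38. The file headers give Cell Ranger 3.0.2 for most samples, 3.0.1 for the donor and 6.1.2 for EGCG biopsy 4, and no version for untreated biopsy 1. The gene lists differ with the version, so genes were joined by Ensembl ID. Of 38049 IDs in any file, 32290 were in all and were used. Of these, 10765 carried more than 1 symbol over the files, all had a GENCODE v29 record, which gave the coordinates, and symbols were taken from the largest gene list. The shared genes held at least 99.48% of the UMIs of each sample. Before testing, 761 genes were removed, that is, 97 sex-linked genes, 20 HLA genes, 641 immunoglobulin or T cell receptor genes and 3 genes in common deletions.

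Barcodes were kept with at least 500 detected genes and at most 20% mitochondrial counts. Doublets were called in each sample by comparison with simulated doublets (2 per cell, 2000 variable genes, 30 principal components), at 0.8% of cells per 1000 barcodes. Median depth per kept cell was 7544 to 14550 UMIs over the samples. With such depth a gene at few copies per cell is missed in many cells, so shares of cells with a transcript and per-cell scores were taken from cells thinned at random to 3000 UMIs, with shallower cells left out. Cells were clustered with the Leiden algorithm on 50 principal components of 2000 variable genes, with 20 nearest neighbours at resolution 1, for all cells and again for fibroblasts and epithelium. For fibroblasts, 181 genes that were tested later were left out of the clustering. Other tested lists, such as the alveolar fibroblast genes, were not left out. Clusters were named from marker genes, where a marker counted as detected at 10% of cells. Per-cell scores were rank statistics with a maximum rank of 1500.

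For each comparison the counts of a class were summed per sample, with at least 50 cells of a class in a sample. Genes were tested with the edgeR quasi-likelihood test on TMM-scaled counts after filterByExpr, with Benjamini-Hochberg adjustment and a threshold of 0.05. EGCG and untreated biopsies were compared in a fit of those samples alone. For the donor and the explant, which are 1 sample each, all samples were fitted together so that the biopsies supply the spread. Untreated biopsy 3, of which only epithelium was sequenced because the sort of fibroblasts gave few cells, was left out of fibroblast comparisons. Gene sets were tested with camera (preset correlation 0.01, prior count 2, and once more with the correlation estimated from the data). Shares, scores and detection were compared with exact permutations of whole samples, 2-sided as 2 times the smaller tail, and values of the same sample in 2 cell types with exact sign flips. Single shares of the donor and explant carry exact binomial intervals of 95%. Levels of tested genes are TMM-scaled CPM, and levels by cell class are CPM of the summed counts without that scaling. Some genes are not reported here by name, although they count in the list tests. Receptor levels were compared as log2 CPM with 1 CPM added. Named genes are every gene that the paper names for a comparison (values in the paper's tables had been seen), the 10 largest in each direction among genes that passed with at least 20 CPM and no overlap between groups, and up to 4 passing members of each list, or the 2 most abundant where none passed. The procedure was tested on simulated data with 200 changed genes. It recovered 75% of genes changed 4-fold and 11% of genes changed 2-fold for EGCG against untreated fibroblasts, and 87% and 27% in AEC2s. Against the donor it recovered 28% and 0% in fibroblasts and 25% and 1% in AEC2s, and against the explant 29% and 2%. Of unchanged genes, 4.64% to 4.79% had p below 0.05. Among the simulated calls at the adjusted threshold, unchanged genes were 7 of 94 for EGCG in fibroblasts and 12 of 126 in AEC2s. They were 2 of 30 and 2 of 28 against the donor in fibroblasts and AEC2s, and 7 of 38 against the explant. The TGF-β response list was also shifted by -0.5 log2 units in these data. For EGCG, camera with an estimated correlation missed it in fibroblasts (adjusted p = 0.073) and found it in AEC2s (0.026). It missed it against the donor in both cell types. Genes were simulated independently, so this does not test the preset correlation on lists that move together.

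The main settings and nearly all alternatives were written down before the data were examined. The alternatives were other size factors, DESeq2, no filter on low counts, stricter cells (1000 genes, 10% mitochondrial counts), doublets kept, doubled resolution, all variable genes in the clustering, all groups fitted together, other cell subsets or denominators, scores without thinning, each biopsy left out in turn, and the replicate number as a block. A further alternative, chosen later, kept only cells above the lowest depth of untreated biopsy 1. The replicate numbers in the labels do not mark shared patients, since each biopsy came from another patient. Deviations of same-numbered biopsies from their group means had correlations of 0.214, 0.278 and 0.0751 in fibroblasts. Differently numbered pairs ran from -0.168 to 0.167 there, so something shared by number is not excluded in fibroblasts. In AEC2s the correlations were 0.0428, -0.0617, -0.0858 and 0.0836 for the same number, and -0.0649 to 0.158 for other pairs. The biopsies were distinct from each other in a comparison of their expression profiles. The software and gene sets behind the upstream and ligand analyses of the paper were not used here, so short lists of target genes stood in for them. Tools were python 3.11.15 with numpy 2.4.6, scipy 1.17.1, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.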

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

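The regroupings of biopsies that count genes, in fibroblasts and in AEC2s, were chosen after the result had been seen, and the other tests of this part before.

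Single biopsies that stood apart from the 3 others of their group were looked for in 61 groups of 4, and 8 did so, where chance gives about 1 in 20 (5%). All 8 lay in EGCG biopsies, and for fibroblasts only EGCG biopsies form a group of 4. EGCG biopsy 4 had the highest share of alveolar-like fibroblasts, at 51.52% against 29.7% to 33.0% in the others. EGCG biopsy 2 had the most inflammatory-like fibroblasts, at 12.13% against 1.42% to 1.89%, and EGCG biopsy 3 the most myofibroblast-like fibroblasts, at 42.29% against 4.98% to 7.64%. In alveolar-like and pathologic fibroblasts of EGCG biopsy 1, POSTN reached 1629 CPM (689 to 826 in the others) and ACTA2 452.5 CPM (180 to 203), 2 genes of activated fibroblasts, and KITLG was lowest at 74.93 CPM (131 to 139). EGCG biopsy 2 had the highest FGF10, at 12.37 CPM (8.78 to 9.12), and in its AEC2s the highest HSPA5, a chaperone gene, at 452.9 CPM (306 to 328). The paper sets the SFRP genes against TGF-β1 (Supplemental Figure 4A), and its text gives no level of SFRP5 in AEC2s, where it averaged 46.24 CPM over the samples.

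The TGF-β response genes were lower in fibroblasts of EGCG biopsies (camera adjusted p = 1.7e-05, adjusted p = 0.54 with an estimated correlation). A smaller part of CTHRC1-like cells does not explain it alone, because within CTHRC1-like and within alveolar-like cells the mean log2 fold change was still at least 67.1% of the value of the class as a whole. The clusters that make up the alveolar-like and the CTHRC1-like cells also differ between the groups, which leaves another mix within both open. Of all cells compared, CTHRC1-like cluster 5 was 16.4% in untreated biopsies and 12.6% with EGCG, and cluster 7 was 8.82% and 3.41%. No single biopsy explains all of the change, since at least 59.7% was left without any of them, the least without untreated biopsy 1. Chance could not be excluded for this list, as the real grouping gave a mean change of 0.452 in size and the highest other grouping 0.676 (6 of 35 groupings as large).

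Of the genes higher in untreated fibroblasts than in the donor, 64% of those measured in ciliated cells had the same sign there with at least 0.5 times the size. A difference between the gene lists behind the count files would give that, but free RNA from fibroblasts would too, since mesenchymal transcripts were also higher in ciliated cells of untreated biopsies than in those of the donor (median log2 fold change 2.08). Handling of the samples and differences between people are shared by the cell types as well, so these explanations cannot be told apart. For the genes lower than in the donor the share was 27.5%, which leaves the question open. ST6GALNAC6, a sialyltransferase gene (edgeR adjusted p = 0.0049 in fibroblasts and 0.0087 in AEC2s), and EGLN2, an oxygen sensor gene (0.042 and 0.022), were higher than in the donor in both cell types.

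Transcripts of mesenchymal genes were lower in AEC2s with EGCG (10 of 10 negative, median -1.25), but did not pass as a set (camera adjusted p = 0.64). In ciliated cells the median was -1.34, with a median gap of -0.155 log2 units, so free RNA from fibroblasts is the likely source. That background was uneven, with COL1A1 in 55.0% of ciliated cells of untreated biopsy 1. COL1A1 was in 4.86% and 12.2% of those of untreated biopsies 2 and 4, and in 4.33% to 10.8% with EGCG. The TGF-β response genes were higher in AEC2s of untreated biopsies than in the donor by 0.635 log2 units more than in ciliated cells at the median (quartiles -0.505 to 1.3996). A response of AEC2s of their own may lie in that gap, but its spread leaves it open.

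Chance could not be excluded for the counts of genes at p below 0.05 or the list tests of the EGCG comparisons, each set against 35 groupings of the same biopsies. In fibroblasts 1589 genes had p below 0.05 in the real grouping and 3788 in the highest other (5 groupings as large). The grouping with 3788 set untreated biopsy 2 and EGCG biopsies 2, 3 and 4 against the others, and the reason for its count was not tested. By camera p before adjustment, an exact count of groupings gave 2 of 35 as small for the TGF-β genes named in the paper (1.6e-08 in the real grouping, 5.0e-12 in the lowest other), 2 for the TNF targets (7.1e-06 and 5.2e-08) and 2 for the profibrotic ligands (1.6e-06 and 5.3e-07). It gave 12 for the collagens (0.0054 and 8.5e-07), 6 for the IL-6 and STAT3 targets (0.016 and 0.0021), 5 for the Hallmark TGF-β genes (0.019 and 8.5e-04), 6 for the immediate early genes (3.1e-05 and 1.6e-10) and 12 for the alveolar fibroblast genes (0.0066 and 1.6e-08). In AEC2s 1518 and 2021 genes had p below 0.05 (3 groupings), and the p53 targets (1.5e-04 and 7.9e-07) and immediate early genes (0.0020 and 6.2e-10) were matched by 8 and 14 groupings. For genes past the adjusted threshold the groupings decide nothing, because edgeR called 0 in the real grouping of either cell type and all 35 groupings are then as large (highest other 0 in fibroblasts and 2 in AEC2s, DESeq2 calls 13 higher and 23 lower in fibroblasts and 2 and 16 in AEC2s in the real one, 1589 and 1518 genes at p below 0.05 by edgeR).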

How the results depend on the processing

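Among the alternatives, the lowest depth of untreated biopsy 1 as a limit on cells was chosen after the result had been seen. Over counts of genes, shares, scores and the TGF-β list, 80 of 110 results without 1 biopsy were the same, 27 moved by more than 1.5 times and 3 reversed, 86 of 106 under the other alternatives were the same, 19 moved and 1 was weaker, and the 2 with the limit on cells were the same (pathologic share -21.7 points, where the groups then overlapped with an exact permutation p of 0.11, AEC2 share 8.76 points). For single genes and lists, 515 of 578 were the same without 1 biopsy (52 weaker, 2 stronger, 9 reversed), and 643 of 708 under the others (40 weaker, 13 stronger, 12 reversed). The cause of a shift was not tested.

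The SFRP2 log2 fold change with EGCG ran from -1.496 (alveolar-like cells alone) to -0.78 (all fibroblasts), and from -2.002 (without EGCG biopsy 4) to -0.94 (without untreated biopsy 1), with adjusted p from 0.242 to 0.935 by edgeR or DESeq2. The TGF-β response list ran from -0.494 to -0.303, and from -0.664 to -0.270 without 1 biopsy, and did not pass with an estimated correlation (-0.452, camera adjusted p 5.4e-09 to 0.543 over the alternatives). The pathologic share ran from -33.4 points (doublets kept) to -17.2 (another denominator), and without 1 biopsy from -29.5 to -19.2. With doublets kept a cluster of 3550 cells counted as inflammatory-like by marker means of 0.798 against 0.796 for alveolar-like, and the CTHRC1-like share differed by -22.8 points there (-23.3 otherwise).

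Counts of genes, higher and lower, with DESeq2 were 13 and 23 for EGCG in fibroblasts, 486 and 364 against the donor, 239 and 165 against the explant, 2 and 16 for EGCG in AEC2s and 527 and 129 for AEC2s against the donor. Without the filter on low counts they were 82 and 121 against the donor, 9 and 30 against the explant and 31 and 19 for AEC2s against the donor, which also had 34 and 10 with stricter cells. Without 1 biopsy, the higher genes against the donor ran from 4 (untreated biopsy 4) to 47 (EGCG biopsy 4), and the lower genes from 4 to 75 (the same biopsies). Against the explant the higher genes ran from 0 to 1 and the lower genes from 0 (untreated biopsies 2 or 4, or EGCG biopsy 1) to 12 (EGCG biopsy 3). For EGCG in AEC2s the ranges were 0 to 1 and 0 to 11 (untreated biopsy 4), and for AEC2s against the donor 12 (untreated biopsy 2) to 82 and 2 to 52 (untreated biopsy 4).

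The replicate number was also used as a block, although the numbers mark different patients. With the block edgeR called 4 lower genes in fibroblasts (0 without the block, 1589 at p below 0.05, 23 by DESeq2). CNN1 was among them (-1.82, edgeR adjusted p = 0.036), and INMT was -0.221. The collagens (mean -0.286, camera adjusted p = 0.062), the IL-6 and STAT3 targets (-0.222, 0.053) and the alveolar fibroblast genes (0.293, 0.062) no longer passed. The block changed no other call.

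The sign turned for some genes, shares and scores. TCF21 ran from -0.202 to 0.590 without 1 biopsy, and was -0.000249 with all groups fitted together, -0.296 in all fibroblasts, -0.180 in CTHRC1-like and -0.0499 in alveolar-like cells. INMT ran from -0.162 to 0.392 without 1 biopsy, and was -0.298 in all fibroblasts, -0.626 in CTHRC1-like and -0.178 in alveolar-like cells. WNT5A ran from -0.272 to 1.21, COL6A3 from -0.0352 to 0.209 (-0.1996 in all fibroblasts) and SFTPC in AEC2s from -0.306 to 0.0586. In all fibroblasts BMP5 was -0.0388 and FGF18 0.716, and the alveolar fibroblast list was -0.0301 in CTHRC1-like cells. The AEC2 share ran from -2.64 (without EGCG biopsy 2) to 16.0 points (without untreated biopsy 4), and was -1.02 without untreated biopsy 2. The Hallmark score ran from -0.00837 to 4.71e-05 (without untreated biopsy 4), and was -0.0147 in cells not thinned.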

Differences from the paper's values

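The paper tested single cells as replicates and pooled published samples with its own (13 donors and 26 explants in all), whereas the values here take each biopsy as 1 replicate and use 1 donor and 1 explant. No test of this part was chosen after the result had been seen. A log2 fold change counted as different where it lay more than 1 standard error of the main fit from the paper's value, or had the other sign. An alternative closed a gap where its value no longer did so. Sampling error alone often gives gaps of little more than 1 standard error.

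For SFRP2 with EGCG, the paper gives a fall of 2.1 log2 units in alveolar and pathologic fibroblasts, and the value here was 1.36 (SE 0.58). Of 19 alternatives set before the data were examined, 2 close the gap, namely without untreated biopsy 2 and without EGCG biopsy 4.

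Against the donor, the paper's log2 fold changes were 4.74 for COL1A1 (3.76 here, SE 0.81), 2.29 for CTHRC1 (3.27, SE 0.59), 2.09 for MDK (3.87, SE 0.56), 1.42 for TNC (2.55, SE 0.40), -2.23 for APOD (-3.99, SE 0.60), 3.22 for SFRP2 (1.67, SE 1.09) and 2.12 for COMP (3.31, SE 0.87). Of 12 alternatives set before the data were examined, without untreated biopsy 1 closes the gap for CTHRC1, and 0 do so for the 6 others. Against the explant, the paper's values were 1.86 for COL1A1 (0.79 here, SE 0.66), -0.466 for SULF1 (-2.998, SE 0.37), -0.478 for PDK4 (-2.48, SE 0.27) and -0.481 for ACSL4 (-2.28, SE 0.30), and 0 of 12 alternatives close these gaps. The donors and explants that the paper added were not used here. Whether they, or the other normalisation and fold change measure, account for the gaps was not tested.

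The paper's values for POSTN (3.62) and THY1 (2.76) against the donor, and for IRF1 (1.78) and JUNB (1.36) against the explant, lay within 1 standard error of those here. So did its shares, with means of 44% pathologic and 25.1% alveolar fibroblasts in untreated biopsies and 24.6% and 27.9% AEC2s without and with EGCG, within the spread of the biopsies.

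Further results here ran apart from the paper's text. INMT and TCF21 had log2 fold changes of 0.09 and 0.03 with EGCG in alveolar-like and pathologic fibroblasts, but negative ones within CTHRC1-like cells (-0.626 and -0.180), within alveolar-like cells (-0.178 and -0.0499) and in all fibroblasts (-0.298 and -0.296), which is the paper's direction. The alveolar-like share was 36.5% in untreated biopsies, 37.1% in the donor and 36.4% with EGCG, whereas it ran the paper's way with doublets kept, at 16.8%, 32.3% and 26.8% (10.05 points with EGCG, exact permutation p = 0.17), and, by less, at doubled resolution, at 33.8%, 38.9% and 37.4% (3.54 points, exact permutation p = 0.69). With doublets kept the direction rests on the name of 1 cluster of 3550 cells, called inflammatory-like by marker means of 0.798 against 0.796 for alveolar-like (inflammatory-like 20.6% in untreated biopsies and 9.99% with EGCG). In addition, FGF7, FGF10 and FGF18 had negative log2 fold changes (FGF18 -0.0973 without untreated biopsy 2 and 0.716 in all fibroblasts), unlike FGF13 and FGF14. No TGF-β list passed against the explant. The mean log2 fold change was -0.13 for the response genes, 0.06 for the Hallmark genes and 0.21 for the genes named in the paper. The Hallmark score was 0.149 in untreated biopsies against 0.148 in the explant. No gene passed with EGCG in edgeR in either cell type (1589 and 1518 at p below 0.05), where DESeq2 called 13 higher and 23 lower in fibroblasts and 2 and 16 in AEC2s.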

Other observations

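The comparisons of SFRP2 between fibroblast classes and of the other SFRP genes below were chosen after seeing the levels, and the list tests before.

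Among the named classes, SFRP2 was highest in proximal-like fibroblasts in the donor, at 1657 CPM, and close to absent from its alveolar-like fibroblasts, at 6.24 CPM, where ciliated cells of the same lung held 6.30. In untreated biopsies alveolar-like fibroblasts held 1055 ± 400 CPM (SD, n = 3), with EGCG 392.05 ± 321 (n = 4, 80.6 to 758), and in the explant 1838. Proximal-like fibroblasts held 4753 ± 647 CPM with EGCG (n = 3) and 5227 in the explant, and so were the highest named class there too. The alveolar-like class was made of other clusters in each group, mostly cluster 0 in untreated biopsies (1740 cells) and the explant (484 of 710), clusters 3 and 6 with EGCG (1584 and 1050 cells) and cluster 6 in the donor (313 of 571), so its levels can reflect another mix of cells as well as another state, and the donor is 1 lung. All fibroblasts together can hide the contrast, since the donor's larger proximal-like share can lift its mean, which was not tested.

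Levels of the other members of the family also differed by cell type, but not apart from SFRP2. Proximal-like fibroblasts held SFRP1 as well as SFRP2, and CTHRC1-like fibroblasts SFRP4 as well as SFRP2. SFRP1 was found mostly in proximal-like fibroblasts (529 CPM in the donor, 883 ± 122 with EGCG) and at 2.82 ± 1.02 CPM in alveolar-like cells of untreated biopsies. SFRP4 stood at 316 ± 145 CPM in CTHRC1-like and 445 ± 234 in myofibroblast-like cells of untreated biopsies, against 30.6 ± 25.1 in alveolar-like cells, and its log2 fold change with EGCG was -0.32 in alveolar-like and pathologic cells. FRZB was highest in smooth muscle cells or pericytes (210 ± 81.7 CPM in untreated biopsies, 58.9 in the donor). SFRP5 was an AEC2 gene, at 67.5 ± 117 CPM (n = 4, 1.81 to 242) in untreated biopsies and 22.4 in the donor, and over 10 samples it averaged 46.2 ± 73.3 CPM in AEC2s against 0.364 ± 0.579 in ciliated cells (higher in 10 of 10, exact sign-flip permutation p = 0.0020, adjusted p = 0.0039). Its log2 fold change with EGCG was -1.06. Fibroblasts held SFRP5 at 0.339 CPM in untreated biopsies. Whether SFRP5 from AEC2s adds to the SFRP2 that reaches them from fibroblasts was not tested.

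AEC2s and basal cells of the same samples differed in the second line of Wnt genes as well. ROR2 stood at 0.538 against 3.51 CPM and was lower in AEC2s in all 7 samples, and FZD10 (log2 difference -1.22, lower in 6 of 7), FZD4 (0.58, higher in 6 of 7) and LRP5 (31.8 against 25.0 CPM, higher in 6 of 7) passed at an exact permutation adjusted p of 0.048. The LRP6 log2 fold change in AEC2s with EGCG was 0.58 (66.1 ± 8.87 against 44.2 ± 10.6 CPM).

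In fibroblasts CNN1, which encodes calponin, stood at 20.0 ± 8.69 CPM with EGCG against 70.5 ± 36.8 (log2 fold change -1.85), without overlap between biopsies (exact permutation p = 0.057), and passed in DESeq2 (adjusted p = 0.0053) but not in edgeR (adjusted p = 0.47). Over the alternatives its adjusted p ran from 0.0053 to 0.94. The immediate early and heat shock genes were lower as a set (25 of 28 negative, mean -0.41, camera adjusted p = 1.5e-04, adjusted p = 0.50 with an estimated correlation, 8 at p below 0.05 and 0 adjusted over the list alone by edgeR). Since such genes also respond to tissue handling, and 6 of 35 groupings of the biopsies gave as small a p, a drug effect and a difference in handling are not told apart. Alveolar fibroblast genes were higher as a set (9 of 12 positive, mean 0.38, camera adjusted p = 0.020, adjusted p = 0.58 with an estimated correlation, 1 higher adjusted over the list alone), with MACF1 at 1.21 (0.805 without untreated biopsy 1) and A2M, a protease inhibitor gene, at 0.46. The set did not pass without untreated biopsies 1 or 2 or EGCG biopsy 3 (camera adjusted p up to 0.24), among stricter cells (0.12), in all fibroblasts (0.88) or within alveolar-like cells alone (0.17). The genes of this list were not left out of the fibroblast clustering. Some of them, such as INMT and TCF21, also named the alveolar-like clusters of the tested class. The set test is therefore not independent of how its cells were chosen.

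Other lists gave the following. With EGCG in fibroblasts, camera adjusted p was 0.44 for AEC2 genes (median 0.02, mean -0.03), 0.48 for basaloid genes, 0.72 for Frizzled genes, 0.28 for the SFRP family, 0.83 for epithelial transcripts (direction up, median -0.11), 0.41 for endothelial, 0.72 for immune, 0.12 for smooth muscle and 0.26 for mitochondrial transcripts, and 0.013 for mesenchymal transcripts (down, adjusted p = 0.50 with an estimated correlation). Against the donor in fibroblasts, endothelial (7 of 7 negative, camera adjusted p = 8.3e-04, adjusted p = 0.32 with an estimated correlation) and AEC2 transcripts (adjusted p = 0.0090, adjusted p = 0.78 with an estimated correlation) were lower, the first in a lung that gave 2022 endothelial cells against 0 to 214 per biopsy. The profibrotic ligands (8 of 8 positive, camera adjusted p = 2.1e-04, adjusted p = 0.32 with an estimated correlation), which the study picked, the basaloid genes (0.041, adjusted p = 0.78 with an estimated correlation) and the mesenchymal transcripts (0.0046, adjusted p = 0.59 with an estimated correlation) were higher. Neither the immediate early genes (camera adjusted p = 0.78) nor the alveolar fibroblast genes (0.42) nor the niche factors (0.34) differed. Against the explant, MYC targets were lower (17 of 25 negative, camera adjusted p = 0.021, adjusted p = 0.99 with an estimated correlation, 3 lower adjusted over the list alone) and AEC2 transcripts higher (0.047, adjusted p = 0.99 with an estimated correlation), and the interferon genes (20 of 25 positive, 0.34), IL-6 and STAT3 targets (0.34), p53 targets (0.99) and unfolded protein response (0.86) did not differ. In AEC2s with EGCG, the TNF targets (15 of 19 negative, camera adjusted p = 0.074), basaloid genes (15 of 18 negative, 0.061), TGF-β response genes (24 of 28 negative, 0.38) and unfolded protein response (0.23) did not pass. In AEC2s against the donor, collagens (camera adjusted p = 5.5e-05, adjusted p = 0.64 with an estimated correlation) were higher, with a median of 2.95 that stood at 1.33 in ciliated cells.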
